# NAD^+^ supplementation prevents STING‐induced senescence in ataxia telangiectasia by improving mitophagy

**DOI:** 10.1111/acel.13329

**Published:** 2021-03-18

**Authors:** Beimeng Yang, Xiuli Dan, Yujun Hou, Jong‐Hyuk Lee, Noah Wechter, Sudarshan Krishnamurthy, Risako Kimura, Mansi Babbar, Tyler Demarest, Ross McDevitt, Shiliang Zhang, Yongqing Zhang, Mark P. Mattson, Deborah L. Croteau, Vilhelm A. Bohr

**Keywords:** Ataxia Telangiectasia, mitophagy, Nicotinamide riboside, SASP, senescence

## Abstract

Senescence phenotypes and mitochondrial dysfunction are implicated in aging and in premature aging diseases, including ataxia telangiectasia (A‐T). Loss of mitochondrial function can drive age‐related decline in the brain, but little is known about whether improving mitochondrial homeostasis alleviates senescence phenotypes. We demonstrate here that mitochondrial dysfunction and cellular senescence with a senescence‐associated secretory phenotype (SASP) occur in A‐T patient fibroblasts, and in ATM‐deficient cells and mice. Senescence is mediated by stimulator of interferon genes (STING) and involves ectopic cytoplasmic DNA. We further show that boosting intracellular NAD^+^ levels with nicotinamide riboside (NR) prevents senescence and SASP by promoting mitophagy in a PINK1‐dependent manner. NR treatment also prevents neurodegeneration, suppresses senescence and neuroinflammation, and improves motor function in *Atm^−/−^* mice. Our findings suggest a central role for mitochondrial dysfunction‐induced senescence in A‐T pathogenesis, and that enhancing mitophagy as a potential therapeutic intervention.

## 1 INTRODUCTION

ATM kinase, encoded by the ataxia telangiectasia‐mutated (ATM) gene, is a master regulator of the DNA double‐strand break repair responses and contributes to cellular redox balance (Guleria & Chandna, 2016; Lee & Paull, 2020). In response to DNA damage, ATM is activated by autophosphorylation and then phosphorylates several downstream proteins that enhance DNA repair (Shiloh, 2014). In humans, loss of the ATM gene results in ataxia telangiectasia (A‐T), a rare inherited autosomal‐recessive genetic disease characterized by cancer predisposition, radiosensitivity, neurodegeneration, sterility, and acquired immune deficiency. A‐T patients also suffer from a variety of inflammatory phenotypes, likely associated with a failure of both T‐ and B‐cell development (Chessa et al., 2016; Härtlova et al., 2015). While some major features of A‐T reflect inefficient DNA double‐strand break repair, the molecular basis for the cerebellar atrophy in A‐T is poorly understood.

Tissues affected in many age‐related diseases display an accumulation of senescent cells with distinct phenotypes characterized by cell cycle arrest, resistance to apoptosis, and the secretion of proinflammatory molecules (Munoz‐Espin & Serrano, 2014). It was reported that activated microglia and astrocytes accumulate in the cerebellum of *Atm^−/−^* mice (Liu et al., 2005; Song et al., 2019). Additionally, ATM‐deficient cells and animals undergo senescence and exhibit SASP. It is becoming increasingly evident that persistent DNA damage and senescence are linked. Unresolved DNA damage can impair mitochondrial function, promote disease development, and accelerate aging, as reported in A‐T (Valentin‐Vega et al., 2012). Further, ATM dysfunction causes an accumulation of cytoplasmic DNA that triggers an antiviral immune response in the brain through STING activation (Song et al., 2019). These results suggest that ATM dysfunction involves a potentially important link between STING activation and senescence phenotypes in A‐T.

Loss of mitochondrial function can promote age‐related decline in the function of many post‐mitotic cells, including muscle cells and neurons (Fang et al., 2019; Herbst et al., 2007). Multiple lines of evidence point to mitochondrial dysfunction as a component of A‐T features (Stagni et al., 2018; Valentin‐Vega et al., 2012). Dysfunctional mitochondria can induce cellular senescence in culture (Wiley et al., 2016) and in animals (Dai et al., 2010). However, little is known about the connections between senescence, neuroinflammation, and mitochondrial dysfunction. NAD^+^ which is a key cellular metabolite is critical for mitochondrial function and is deficient in ATM deficient neurons (Fang et al., 2016; Zhang et al., 2016).

In this study, we have used cross species analyses to investigate senescence phenotypes and mitochondrial dysfunction in A‐T fibroblasts, ATM‐deficient neural cells and mice. We found that loss of ATM causes an accumulation of cytoplasmic DNA, partly released from damaged mitochondria, triggering a STING‐dependent senescence phenotype in the brain and *in vitro*. Boosting NAD^+^ levels with NR removes damaged mitochondria by stimulating mitophagy and prevents senescence and SASP in A‐T models. Our findings link the neurological symptoms of A‐T directly to senescence, SASP, and impaired mitochondrial homeostasis.

## 2 RESULTS

### 2.1 Senescence phenotypes and mitochondrial dysfunction in A‐T fibroblasts

Senescent cells, characterized by sustained cell cycle arrest and production of SASP, accumulate with age and in age‐related diseases (Baker & Petersen, 2018). To verify whether senescence phenotypes occur in A‐T patient primary cells, we performed unbiased gene expression microarray analysis from A‐T patients (AT1‐4) and age‐ and sex‐matched healthy control subjects (HT1‐4). Analysis of gene ontology (GO) terms revealed upregulated immune responses, negative regulation of apoptosis, and downregulated cell cycle pathways in A‐T primary fibroblasts (Figure 1a). This result suggests that cellular senescence occurs in A‐T patient fibroblasts, which is consistent with previous findings (Herbig et al., 2004). Similarly, genes with the largest z‐ratio changes are shown in Figure S1A, and the most upregulated genes, such as IFI6, PTGER4, LINC01013, IFIT1, and IL17D, are related to SASP signaling and immunity. To confirm the microarray data, we evaluated the gene expression of senescence and SASP markers by qPCR. Compared with 5 control fibroblasts (HT cells), 5 A‐T patient fibroblasts (AT cells) displayed significantly higher expression of senescence and SASP‐associated genes (Figure 1b,c). To further investigate senescence in AT cells, we performed a senescence‐associated beta‐galactosidase (SA‐β‐gal) assay. As shown in Figure 1d,e, an increased percentage of SA‐β‐gal‐stained cells is observed in AT compared with HT cells. As neurodegeneration is one of the major problems for A‐T patients, we expanded our study by using the neuroblastoma SH‐SY5Y cell line. Knockdown of ATM in SH‐SY5Y cells resulted in increased protein levels of P21 and γH2AX, and a higher percentage of SA‐β‐gal‐stained cells compared with control (shCtrl) cells (Figure S1B,C).

**FIGURE 1:**
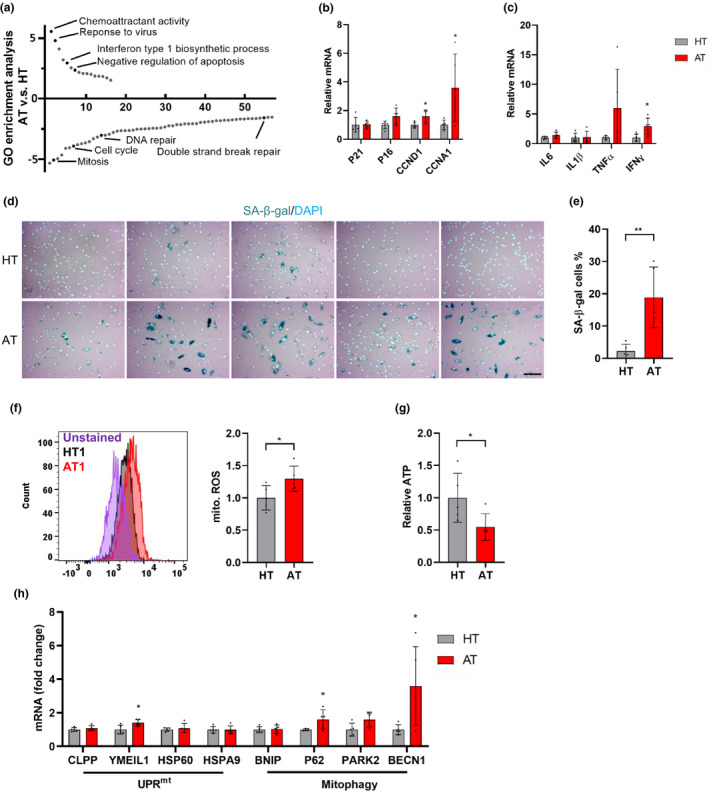
Senescence phenotypes and mitochondrial dysfunction in A‐T fibroblasts. (a) Go term analysis demonstrates up‐ and downregulated signaling pathways in A‐T fibroblasts (AT1‐4), compared with healthy controls (HT1‐4). The specific pathways related to senescence phenotypes in A‐T are highlighted in dark. X‐axis is the pathway number. (b, c) Relative genes expression for senescence (b), and SASP (c) between AT cells and HT cells. P16, *p* = 0.062. (d, e) The representative SA‐β‐gal staining images (d) and quantification of the percentage of SA‐β‐gal cells (e). Scar bar, 100 µm. (f) Mitochondrial superoxide was measured by Mitosox. The representative Mitosox staining in HT1 and AT1 (left) and quantification of the Mitosox (right) in AT compared with HT cells. (g) Cellular ATP levels in AT and HT cells. (h) Relative gene expression for UPR^mt^ and mitophagy genes in AT compared with HT cells. Data are normalized to GAPDH mRNA transcript levels. Each experiment shows the average of results obtained in triplicate for each cell line. All statistical significance was calculated by Student's t test. Data are shown as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001

Recent studies reported that cellular senescence is associated with mitochondrial defects (Wiley et al., 2016). We therefore investigated the effects of ATM dysfunction on mitochondrial function in AT cells. We found that AT cells displayed higher mitochondrial reactive oxygen species (mito. ROS) (Figure 1f) and lower ATP levels (Figure 1g) compared with HT cells, while the mitochondrial membrane potential (mito.TMRM) and mitochondrial content (mito. Green) were slightly, but not significantly increased (Figure S2A,B).

We next examined the gene expression of mitochondrial unfolded protein response (UPR^mt^) and of mitophagy pathways, which are critical for the maintenance of mitochondrial homeostasis (Pickles et al., 2018). Our results showed that gene expression patterns related with UPR^mt^ and mitophagy in AT cells are higher than in HT cells (Figure 1h). Immunoblotting of total lysates from AT cells showed increased phosphorylated AMP‐activated protein kinase (*p*‐AMPK) and decreased mitophagy‐related proteins compared with HT cells (Figure S2C,D). These findings combined with the increased mitochondrial content suggest that defective mitochondrial function and impaired mitophagy occur in AT cells. Evidence of mitochondrial dysfunction was also found in ATM knockdown SH‐SY5Y cells with higher mitoROS, mitochondrial content, and membrane potential (Figure S2E).

### 2.2 NR ameliorates STING‐mediated senescence in A‐T fibroblasts

The ATM protein kinase plays an important role in repair of DNA double‐strand breaks. DNA repair defects due to ATM deficiency are associated with persistent DNA damage and persistent activation of poly‐ADP‐ribose polymerase 1 (PARP1), which results in reduction of cellular NAD^+^ levels. As NAD^+^ plays important roles in DNA repair, mitochondrial homeostasis, senescence, and longevity in cells, worms, and mice (Fang et al., 2017; Wiley et al., 2016), we examined here whether the NAD^+^ level and NAD^+^/NADH ratio were indeed disturbed in the primary AT cells. As shown in Figure 2a, NAD^+^ levels and the NAD^+^/NADH ratio in AT cells were both lower than those in the HT cells. Because all AT cells had different growth rates and were difficult to maintain in a similar passage, we chose the sex‐ and age‐matched HT1 and AT1 as the representative cell model in subsequent experiments. These cells have been widely used in previous studies (Davis & Kipling, 2009; Hande et al., 2001). We then investigated whether boosting intracellular NAD^+^ levels with NR could prevent senescence. The result in Figure 2b shows that NR supplementation for 10 days restored NAD^+^ levels and upregulated the NAD^+^/NADH ratio in AT1 cells.

**FIGURE 2:**
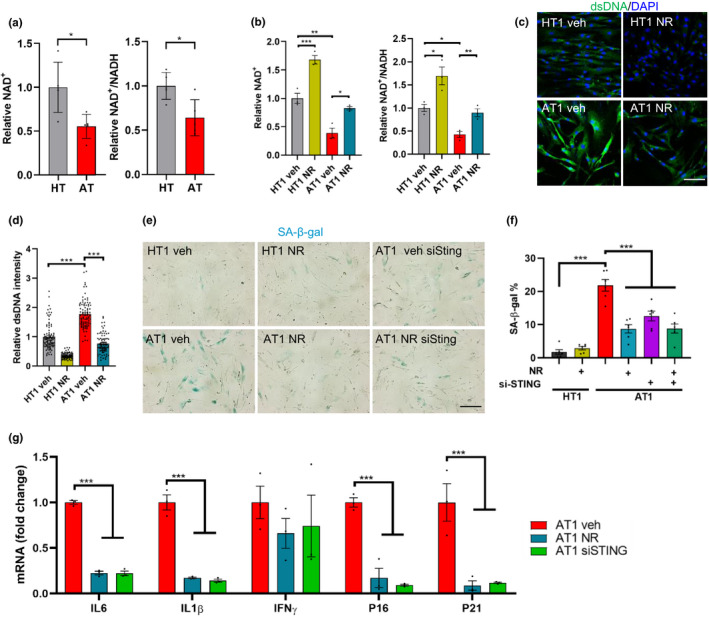
NR treatment and STING inhibition attenuates senescence in AT1 fibroblasts. (a) The relative NAD^+^ level and NAD^+^/NADH ratio in HT and AT cells. Data are shown as mean ± SD. (b) The relative NAD^+^ levels and relative NAD^+^/NADH ratio in HT1 and AT1 with or without 10 days NR treatment. (c, d) Immunofluorescence microscopic analysis of dsDNA (green) in HT1 and AT1 cells (c) and quantification of density of cytoplasmic dsDNA (d). Scar bar, 100 µm; n = 85–95 cells per group. (e, f) Representative SA‐β‐gal staining images of HT1 and AT1 cells with NR treatment for 10 days or with siSTING transfection for 48 h (e). Scar bar, 200 µm. Quantification of percentage of SA‐β‐gal‐positive cells, n = 6 cultures per group (f). (g) qPCR analysis for senescence markers in HT1 or AT1 cells treated with vehicle, NR, or siSTING, including IL6, IL1β, IFNγ, P16 and P21. n = 3 per group. Data are shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 by two‐tailed Student's t test or one‐way ANOVA

It has been previously reported that ATM‐deficient cells release damaged DNA into the cytoplasm where it can activate the cytoplasmic DNA sensing STING‐mediated pathway, which triggers the production of SASP factors, thereby promoting senescence phenotypes (Härtlova et al., 2015; Song et al., 2019). We determined whether AT1 cells have higher cytoplasmic DNA than HT1 cells and further investigated whether restoration of NAD^+^ levels could reduce cytoplasmic DNA in AT1 cells. As observed in Figure 2c,d, dsDNA in the cytoplasm was significantly higher in AT1 fibroblasts than in HT1 cells and the elevated cytoplasmic dsDNA level in AT1 cells was significantly reduced to a level close to the HT1 cells after NR treatment. Based on this result, we further asked whether NR or STING inhibition could alleviate senescence phenotypes in AT1 cells. The results in Figure 2e,f showed that NR markedly reduced SA‐β‐gal‐positive cells in AT1 cells and significantly decreased expression of senescence and SASP genes (Figure 2g). Additionally, AT1 cells treated with STING‐siRNA (siSTING) displayed reduced senescence and SASP phenotypes in AT1 cells (Figure 2e–g). This suggests that activated STING by cytoplasmic dsDNA plays a key role in senescence phenotypes and that NR may alleviate senescence via inhibition of the STING pathway.

### 2.3 NR prevents senescence by enhancing mitophagy

As mitochondrial dysfunction was evident in A‐T cells, we further explored the possibility that loss of ATM induces mtDNA release into the cytoplasm since liberated mtDNA also induces STING‐dependent innate immune activation (Sun et al., 2017). AT1 and HT1 cells were fractionated into cytoplasmic and nuclear fractions to quantify the level of DNA containing specific mitochondrial (MT‐ND1, D‐loop, MT‐CO2, and MT‐ATP6) and nuclear (RPL13A) genes by qPCR (Aarreberg et al., 2019). Results in Figure 3a indicated that AT1 cells have a significant enrichment of mtDNA in the cytoplasmic fraction when compared with HT1 by 1.2‐~1.5‐fold depending on the genes. This indicates that the release of mtDNA from damaged mitochondria into cytoplasm may serve as a possible trigger for inflammation and senescence in AT1 cells.

**FIGURE 3:**
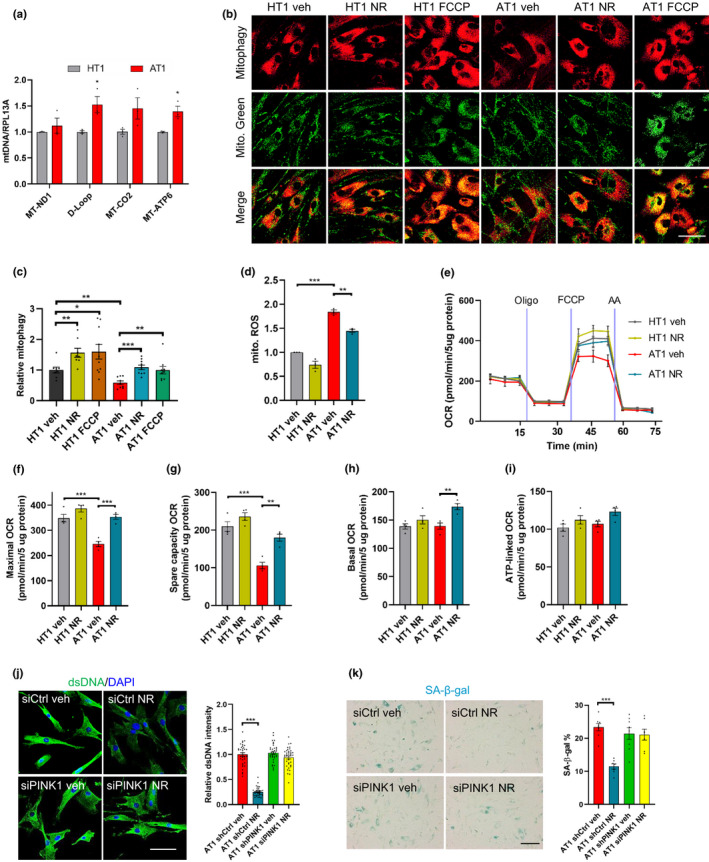
NR attenuates senescence via enhancing mitophagy. (a) DNA was harvested from cytoplasmic and nuclear fractions of HT1 and AT1, and mtDNA/RPL13A was analyzed by qPCR. n = 3 cultures per group. (b, c) Detection of mitophagy using an mitophagy dye (Dojindo Molecular Technologies) in AT1 and HT1 with or without NR treatment (1 mM, 24 h) and FCCP (30 µM, 24 h). Mitophagy was calculated by normalizing the mitophagy pixels to the mito. Green pixels. Confocal microscopy images in (b) and quantification of mitophagy in (c). Scar bar, 100 µm; n = 8–10 cultures per group. (d) Mitochondrial ROS was measured by flow cytometry in HT1 and AT1 cells. n = 3 per group. (e–i) OCR in HT1 and AT1 cells with or without NR treatment (e). Quantification of maximal (f), spare respiratory capacity (g), basal (h), and ATP‐linked OCR (i). Data are normalized to protein levels. N = 4 per group. (j) Immunofluorescence microscopic analysis of dsDNA (green) in HT1 and AT1 cells (left) and quantification of density of cytoplasmic dsDNA (right). Scar bar, 100 µm; n = 35–40 cells per group. (k) Representative images of SA‐β‐gal staining in HT1 and AT1 cells (left) and quantification of percentage of SA‐β‐gal staining (right). Scar bar, 200 µm. n = 3 cultures per group. Data are shown as mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001 by two‐tailed Student's t test or one‐way ANOVA

The increase of cytoplasmic mtDNA in AT1 cells indicated a possible deficiency in removing damaged mitochondria, which in part is regulated by mitophagy, the selective degradation of damaged or dysfunctional mitochondria by autophagy (Pickles et al., 2018). By employing a mitophagy Dojindo dye, which allows the detection mitochondria in an acidic environment, we found that the mitophagy level in AT1 cells was indeed lower than in the HT1 cells under basal conditions (Figure 3b,c). NR and FCCP treatment significantly increased mitophagy levels in both HT1 and AT1 cells (Figure 3b,c).

Consistently, mitochondrial functions were restored in AT1 cells after NR treatment, as manifested by lower levels of mitochondrial ROS (Figure 3d) and increased oxygen consumption rates (OCR) (Figure 3e–i). Notably, maximal (Figure 3f) and spare capacity OCR (Figure 3g) were significantly impaired in AT1 compared with HT1, and these indexes were significantly improved after NR treatment. There were no significantly differences between AT1 cells and HT1 cells in basal respiration and ATP‐linked OCR (Figure 3h,i).

We further investigated whether the effect of NR on senescence was regulated through mitophagy by knocking down the PTEN‐induced kinase1 (PINK1) gene, which is important in mitophagy regulation in ATM models (Fang et al., 2016). The results showed that NR failed to reduce the dsDNA intensity (Figure 3j), SA‐β‐gal‐positive cells (Figure 3k), and gene expression of senescence and SASP markers (Figure S3) in AT1 siPINK1 cells, indicating that mitophagy is required for the effects of NR in reducing senescence.

### 2.4 NR improves mitochondrial functions and reduces cytoplasmic dsDNA in neural cells

Because neurons are the cell type that degenerate in A‐T, we next investigated the effects of NR in ATM‐deficient SH‐SY5Y neuronal cells. Consistent with the results observed in AT1 cells, there was a significant enrichment of mtDNA in the cytoplasmic fraction from shATM SH‐SY5Y compared with control cells, by ~2.5‐fold (Figure 4a). The NAD^+^/NADH ratio was also decreased in shATM SH‐SY5Y cells and increased after NR treatment (Figure 4b). Further, NR decreased the mitochondrial content (Figure 4c) and mitochondrial membrane potential (Figure 4d) in ATM knockdown SH‐SY5Y cells while no significant change in mitochondrial ROS (Figure 4e, *p* = 0.122) was observed after NR treatment. Furthermore, both NR treatment and STING knockdown normalized expression of senescence genes (Figure 4f), which is consistent with the results in AT1 cells.

**FIGURE 4:**
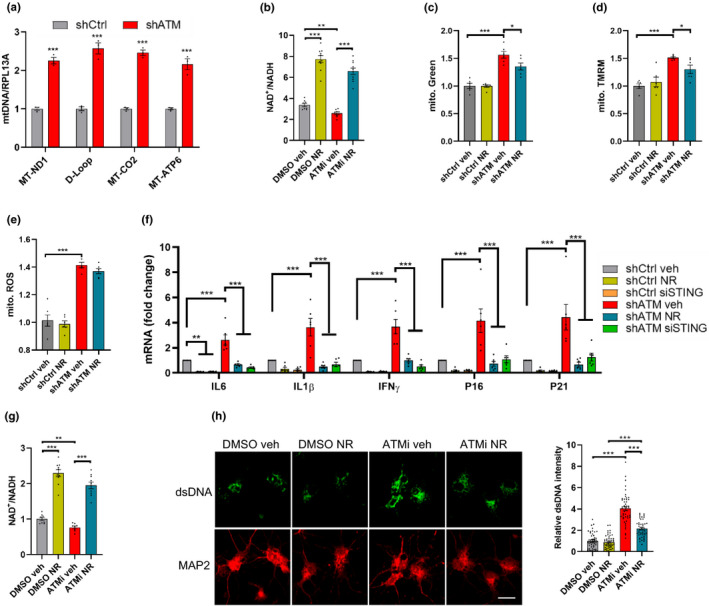
NR ameliorates mitochondrial dysfunction and cytoplasmic dsDNA in neural cells. (a) DNA was harvested from cytoplasmic and nuclear fractions of ATM knockdown or control SH‐SY5Y cells and mtDNA/RPL13A was analyzed by qPCR. n = 3 cultures each group. (b) The ratio of NAD^+^/NADH in shCtrl and shATM SH‐SY5Y cells. (c–e) Mitochondrial content (c), mitochondrial membrane potential (d), and mitochondrial ROS (e) were measured by flow cytometry in SH‐SY5Y cells. n = 6 cultures per group. (f) qPCR analysis for senescence markers in shCtrl‐ or shATM SH‐SY5Y cells treated with vehicle, NR, or siSTING, including IL6, IL1β, IFNγ, P16, and P21. n = 8 cultures per group. (g) The ratio of NAD^+^/NADH were analyzed in DMSO‐ or ATMi‐neurons with or without NR treatment. n = 8–10 cultures per group. (h) Immunofluorescence microscopic analysis of dsDNA (green) and neuronal maker MAP2 (red) (left) and quantification of density of dsDNA (right). Scar bar, 10 µm; 47–54 neurons were analyzed for each group. Data are shown as mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001 by two‐tailed Student's t test or one‐way ANOVA

We also employed primary neurons from embryonic rats and exposed them to ATM inhibitor (ATMi, KU‐60019, 1 µm, Figure S4A), as described previously (Song et al., 2019). We observed that ATMi‐treated cells exhibited a lower NAD^+^/NADH ratio compared with DMSO‐treated cells. NR supplementation upregulated the NAD^+^/NADH ratio and NAD^+^ levels (Figure 4g). Additionally, analysis of mitochondrial respiration revealed significantly reduced basal respiration, and a trend toward decreased maximal respiration in ATMi neurons compared with DMSO‐treated neurons, while NR markedly increased basal, maximal and ATP‐linked OCR in ATMi‐neurons (Figure S4B,C). Furthermore, cytoplasmic dsDNA was significantly higher in ATMi neurons than DMSO neurons and was reduced after NR treatment (Figure 4h). ATMi‐treated neurons had significantly increased DNA damage marker, 53BP1, compared with DMSO neurons (Figure S4D), consistent with the defective DNA damage response found in the A‐T brain (Biton et al., 2006) and in *Atm^−/−^* mice (Li et al., 2013). Notably, NR substantially diminished the intensity of 53BP1 in ATMi‐treated neurons (Figure S4D), which is consistent with previous reports that DNA repair is enhanced after NAD^+^ supplementation through NR (Fang et al., 2016). Together, these findings suggest that NR treatment can restore mitochondrial dysfunction and impaired DNA damage repair induced by loss of ATM.

### 2.5 NR prevents neurodegeneration and senescence in *Atm^−/−^* mice

To further understand the underlying features of A‐T phenotypes in *Atm^−/−^* mice, we extracted mRNA from the most affected region in the brain, the cerebellum, and performed microarray analysis which provides an unbiased means to identify altered genes and signaling pathways. 

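RNA from the cerebellum of 16 mice, 4 in each of the groups WT veh, WT NR, *Atm-/-* veh and *Atm-/-* NR, was measured on 16 Agilent arrays of 1 colour. On such an array, the brightness of a spot stands for the amount of RNA bound by its probe. The authors deposited the output of Agilent Feature Extraction 12.0.3.1 for each array, which gives the intensity of 62976 spots after subtraction of the local background and without normalization between arrays. Of these spots, 3671 are controls and 59305 hold 56605 different probes, of which 32994 (58.3%) were named by matching their accessions to a table of RefSeq genes (assembly GRCm38.p6). The scanner software placed between 37843 and 42559 probes per array well above background in WT veh (median 38604.5), between 36402 and 40010 in WT NR (median 38052), between 39134 and 41905 in *Atm-/-* veh (median 41327.5) and between 34945 and 37817 in *Atm-/-* NR (median 35749). Every *Atm-/-* NR array had fewer such probes than every *Atm-/-* veh array (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 arrays against 4 allow), while the difference was within the spread between arrays for WT NR against WT veh (p = 0.371, same exact test) and for *Atm-/-* veh against WT veh (p = 0.343, same exact test). No spot was saturated, and the median signal of the arrays lay between 111.8 and 175.7. The number of arrays, not a read depth, limits the precision of every value from them. Control spots were left out, as were probes that were not well above background on all 4 arrays of at least 1 group. The log2 signals of the remaining spots were quantile normalized across the 16 arrays, spots marked as outliers by the software (2851 over all arrays, before the filter on dim probes) were then set aside, and the other spots of a probe were averaged. After 788 probes without a value on some array were left out, 37253 (65.8%) were kept. Differences were tested with limma in 1 model with 4 group means and 12 residual degrees of freedom, and a probe was called at a Benjamini-Hochberg adjusted p under 0.05. In simulated data with 200 of the 37253 probes changed by 1 on the log2 scale between *Atm-/-* veh and WT veh, the test recovered 141 (70.5%) and called 3 unchanged probes. All WT arrays lay on slide 1 and all *Atm-/-* arrays on slide 2, so genotype and slide cannot be told apart. On both slides, row 1 held the veh arrays and row 2 the NR arrays.

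**Figure D1:**
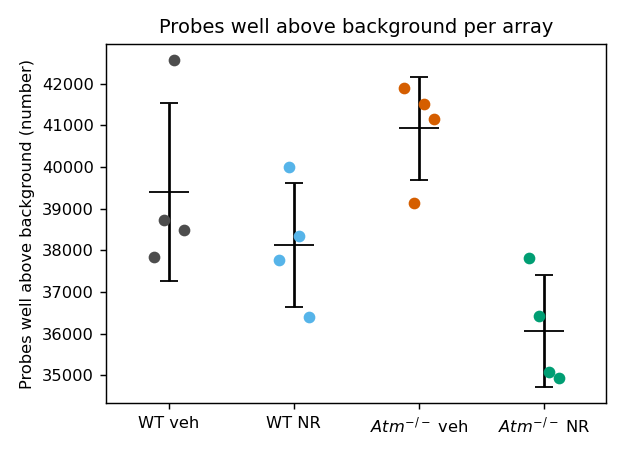
Probes well above background on each array (number, vertical axis) in the 4 groups, with 1 point per array, the mean as a horizontal bar and the SD as an error bar (n = 4). The *Atm-/-* NR arrays lie between 34945 and 37817 and the *Atm-/-* veh arrays between 39134 and 41905, without overlap.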

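The mice of the arrays carried either the wild-type or the targeted *Atm* allele on a mixed background of 129 and B6 strains, and were 3.5 months old when the cerebellum was taken. NR (nicotinamide riboside), a precursor of NAD+, was given in the drinking water at 3.5 mg/ml, and veh mice received water alone. The sample labels place the start of treatment at 6 weeks of age, and the paper at 1.5 months. *Atm* was read first on each array, as a check of the labels. One of its 2 probes lay between 8.63 and 9.03 (log2 signal) in WT veh, between 8.52 and 8.65 in WT NR, between 7.91 and 8.08 in *Atm-/-* veh and between 7.72 and 7.88 in *Atm-/-* NR, so every *Atm-/-* array lay below every WT array. The difference between *Atm-/-* veh and WT veh was -0.87 on the log2 scale (limma, adjusted p = 3.2e-04), and that between *Atm-/-* NR and WT NR was -0.76 (adjusted p = 0.00135, limma). The other, brighter *Atm* probe was at 9.12 ± 0.14 in WT veh, 8.96 ± 0.060 in WT NR, 8.77 ± 0.042 in *Atm-/-* veh and 8.84 ± 0.27 in *Atm-/-* NR (SD, n = 4), a difference of -0.35 between *Atm-/-* veh and WT veh that was not called (limma, adjusted p = 0.221). It lay between 8.97 and 9.27 in WT veh, between 8.88 and 9.02 in WT NR, between 8.72 and 8.82 in *Atm-/-* veh and between 8.61 and 9.23 in *Atm-/-* NR. The highest of these last, *Atm-/-* NR 2, lay above all 4 WT NR arrays and 3 of 4 WT veh arrays, and the other 7 *Atm-/-* arrays lay below every WT array. The sample labels give the sex of all 16 mice as male. On 12 arrays, *Xist*, which is transcribed from the inactive X chromosome, was at 2.25 to 3.34 (log2 signal), and the Y-linked genes *Eif2s3y*, *Kdm5d* and *Uty* were at 11.2 to 11.8, 8.86 to 9.41 and 7.65 to 8.11. On the other 4, WT NR 1, WT NR 4, *Atm-/-* veh 3 and *Atm-/-* NR 4, *Xist* was well above background at 6.68 to 7.80, and *Eif2s3y* (2.34 to 2.66), *Kdm5d* (2.18 to 2.20) and *Uty* (2.32 to 5.11) were not. Arrays without Y-gene signal numbered 0 in WT veh, 2 in WT NR, 1 in *Atm-/-* veh and 1 in *Atm-/-* NR. All 16 arrays were used under their labelled groups.

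**Figure D2:**
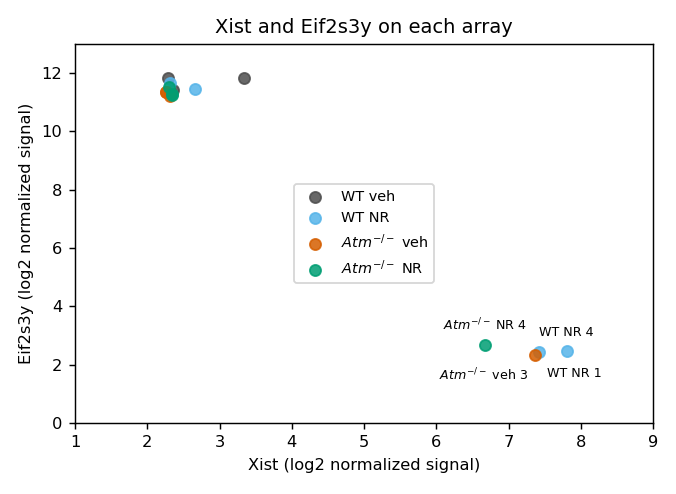
Log2 normalized signal of *Xist* (horizontal axis) and *Eif2s3y* (vertical axis), with 1 point per array in the colour of its group. The 4 labelled arrays have *Xist* between 6.68 and 7.80 and *Eif2s3y* between 2.34 and 2.66, and the other 12 have *Eif2s3y* between 11.2 and 11.8.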

Young adult *Atm^–/–^* mice and their age‐ and sex‐matched wild‐type (WT) littermates were treated with 12 mM NR in their drinking water, starting from 1.5‐month‐old for 2 months. 

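Between *Atm-/-* veh and WT veh, limma called 20 of the 37253 probes, 2 higher and 18 lower in *Atm-/-* veh, and 5442 had an unadjusted p under 0.05. The 20 probes had a median change of 1.44 in size on the log2 scale, 14 of them changed by more than 1, and 13 carried a gene name. For 2832 probes (7.60%) the 4 arrays of one group all lay above the 4 of the other, which chance gives for 2.86%. The number of called probes depended on single arrays, with 31 without WT veh 1, 47 without *Atm-/-* veh 2, 13 without WT veh 4 and 13 without *Atm-/-* veh 3. Among the alternatives, the methods' t-test moved the number most, to 4369 probes at their threshold, of which 0 passed after Benjamini-Hochberg adjustment. A principal component analysis of all kept probes put 25.9% of the variance on the first component and 12.6% on the second. On the first component, *Atm-/-* veh lay at 45.2 ± 22.7, WT veh at -5.49 ± 36.7, WT NR at -18.9 ± 36.5 and *Atm-/-* NR at -20.9 ± 36.4 (SD, n = 4), and 11 of the 16 arrays lay nearest to the mean of their own group. Across all kept probes, the root mean square difference between group means was 0.422 (log2) between *Atm-/-* veh and *Atm-/-* NR, 0.353 between *Atm-/-* veh and WT veh, and 0.362 between *Atm-/-* NR and WT veh. It was 0.273 between *Atm-/-* NR and WT NR, so *Atm-/-* NR lay nearer to WT NR than to WT veh. Each array was then placed on the line from the mean of *Atm-/-* veh (0%) to the mean of WT veh (100%). The *Atm-/-* NR arrays lay at 69.0% ± 32.0 (SD, n = 4), from 29.8% to 105.7%, and the WT NR arrays at 83.5% ± 38.5 (SD, n = 4), from 28.1% to 117.3%. In an exact permutation test of the veh and NR labels of the *Atm-/-* arrays, 3 of 70 labelings gave as large a share (p = 0.0429, one-sided). The labelings averaged 39.5%, since the same *Atm-/-* veh arrays stand at the start of both the line and the NR change. With separate *Atm-/-* veh arrays in each, the share was 34.3% and the labelings averaged 0 (exact permutation test, one-sided, p = 0.0286). This estimate runs low, since in simulations with a share of 40% it gave 13.2%. With separate arrays and a corrected length, a setting chosen after the data were seen, it was 110.7%, without a test. With shared arrays, the share was 66.1% without the filter on dim probes (exact permutation p = 0.0714) and 5.46% over the called probes alone (exact permutation p = 0.143). It ranged from 56.9% to 84.4% with each of the 12 WT veh, *Atm-/-* veh and *Atm-/-* NR arrays left out, and its exact permutation p rose past 0.05 without WT veh 4, *Atm-/-* veh 3, *Atm-/-* NR 1, *Atm-/-* NR 2 or *Atm-/-* NR 3 (p = 0.0571 each), without *Atm-/-* veh 4 (p = 0.0857) and without *Atm-/-* veh 1 (p = 0.143).

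**Figure D3:**
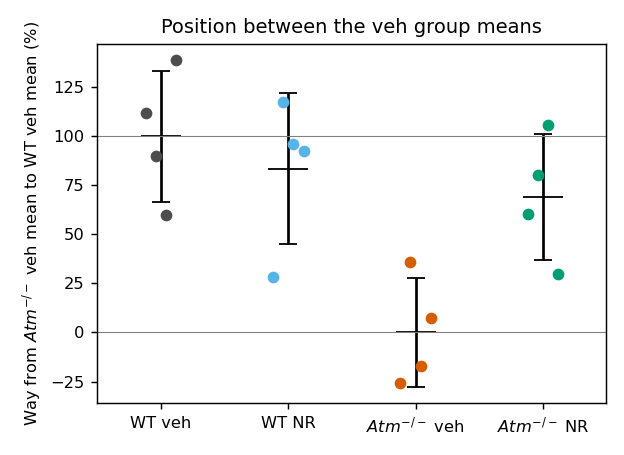
Position of each array on the line from the mean of *Atm-/-* veh (0%) to the mean of WT veh (100%) over all kept probes (%, vertical axis), with 1 point per array, the mean as a horizontal bar and the SD as an error bar (n = 4). The *Atm-/-* NR arrays spread from 29.8% to 105.7% and the WT NR arrays from 28.1% to 117.3%.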

Heat map clustering analysis of differentially expressed genes (Figure S5A) and principal component analysis (PCA, Figure S5B) revealed a separation between WT veh and *Atm^−/−^* veh, and NR treatment led to a shift of the *Atm^−/−^* transcriptomic profile toward the WT veh profile. 

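The membership of the gene ontology (GO) terms was not used here. For the terms that Figure S5 names, 8 lists of genes were written before the data were examined. They were tested with limma's camera, which asks whether the genes of a list change apart from all other measured genes, and adjusted over the 8 lists. For *Atm-/-* veh against WT veh, camera called 0 of the 8 lists, with 2 at an unadjusted p under 0.05 and 0 under an estimated correlation. The nervous system development list came nearest, with a median log2 change of -0.16 (24 genes higher and 49 lower, camera adjusted p = 0.0719). Under fry, a test in limma of whether the genes of the list change at all, it was called (adjusted p = 0.0113), and over all alternatives its adjusted p ranged from 6.3e-08 to 0.366. With 1 array left out, camera called it without WT veh 2 (adjusted p = 0.0134), without *Atm-/-* veh 1 (0.0251) and without *Atm-/-* veh 2 (0.0269). Genes of oxygen and reactive oxygen species had a median of 0.031 (34 measured, adjusted p = 0.375, camera), those of ATPase activity -0.055 (80 measured, adjusted p = 0.375, camera) and those of locomotory behavior -0.037 (38 measured, adjusted p = 0.572, camera), the last with a camera test that pointed up. Between WT NR and WT veh camera also called 0 of the 8 lists (1 at an unadjusted p under 0.05), as did fry and an estimated correlation. As an outside collection, 726 Reactome sets of 15 to 500 measured genes were tested the same way. In *Atm-/-* veh against WT veh, 1 set was called (Olfactory Signaling Pathway, 109 genes, median log2 change 0.28, camera adjusted p = 1.0e-07), and it did not hold under fry (adjusted p = 0.0805) or with no filter on dim probes. Fry called 2 other sets, Bile acid and bile salt metabolism (23 genes, median -0.15, fry adjusted p = 0.0464) and VxPx cargo-targeting to cilium (16 genes, median -0.069, fry adjusted p = 0.0464), which camera did not call (adjusted p = 0.603 and 0.985). Leaving out 1 array gave 2 sets without WT veh 2, WT NR 3 or WT NR 4 and 3 sets without *Atm-/-* veh 1 or *Atm-/-* veh 4. Between WT NR and WT veh, 4 sets were called, among them Respiratory electron transport (63 genes, median 0.078, camera adjusted p = 0.00195) and Elastic fibre formation (33 genes, median -0.19, camera adjusted p = 0.0381), and 0 of the 4 held under fry.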

Significantly changed GO terms were defined as those displaying an absolute *z*‐score of at least 1.5, a *p*‐value <0.05, and a false‐discovery rate (FDR) ≤0.3 and having at least three changed genes in each term in at least one comparison. 

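Of 8 genes reported between *Atm-/-* veh and WT veh, limma called 0 over all 37253 probes, although 7 had an unadjusted p under 0.05. Adjusted over the list alone, which holds these genes, *Atm* and 3 genes reported for WT NR, the 7 passed together with *Atm*. The study chose the list on these arrays, so that count is not independent evidence. *Lrrc49* had the largest change, from 12.15 ± 0.44 in WT veh to 13.20 ± 0.35 in *Atm-/-* veh (log2 signal, SD, n = 4), a log2 change of 1.05 (standard error 0.20, limma adjusted p = 0.106). It lies within 20 Mb of *Atm*, and without *Atm-/-* veh 2 its change was called (1.19, limma adjusted p = 0.0434, the lowest over the alternatives, which reached 0.325). *Hmmr* changed by 0.96 (standard error 0.30), *Pign* by 0.88 (0.28), *Cyp2t4* by 0.84 (0.30), *Spaca6* by 0.69 (0.23), *St14* by 0.68 (0.19) and *Cd209d* by 0.68 (0.23), all higher in *Atm-/-* veh, with adjusted p between 0.191 and 0.251 (limma). The change of *Pign* comes from the brightest of its 3 probes, and the other 2 changed by -0.23 and -0.87. *Dzip1* changed by -0.030 (standard error 0.14, limma adjusted p = 0.936) on the brightest of its 4 probes, within the spread between arrays. Its direction turned without WT veh 2 (0.066) and without *Atm-/-* veh 3 (0.053), and a dimmer *Dzip1* probe changed by 0.73 (limma adjusted p = 0.276). The genes that limma did call between *Atm-/-* veh and WT veh lie mostly around *Atm*. Among genes placed within 20 Mb of *Atm* (assembly GRCm38.p6, used for neighbourhood alone), 12 of 369 (3.25%) were called, against 1 of 16368 (0.0061%) elsewhere (Fisher's exact test across genes, two-sided, p = 1.4e-19). *Atm* itself, the targeted gene, is among the 12. The number near *Atm* was 7 without WT veh 4 and 7 without *Atm-/-* veh 3, and without WT veh 1 it was 17. *Ift46* (-2.83 on the dimmest of its 3 probes, limma adjusted p = 0.00168), *Nrg4* (-2.43, adjusted p = 0.0223), *Il10ra* (-1.84, adjusted p = 0.00351) and *Tmem25* (-1.84, adjusted p = 2.7e-04) fell most among named genes whose groups did not overlap, and lie in that region. Over the alternatives, *Il10ra* had an adjusted p of 0.00167 to 0.0611, above the threshold with only the arrays of the 2 groups in the model, and *Tmem25* of 1.9e-04 to 0.0455. *Nrg4* was well above background on 4 of 4 WT veh arrays and 2 of 4 *Atm-/-* veh arrays, and its brighter probe changed by -1.02. Both brighter *Ift46* probes changed the other way, by 0.56 (limma adjusted p = 0.0512) and 0.75 (limma adjusted p = 0.105). The brightest, with 0.56, was called under normexp (adjusted p = 0.0381), over probes detected on all arrays (0.0385) and without WT veh 1 (0.65, adjusted p = 0.00368, the lowest over the alternatives, which reached 0.294). *Zc3h12c*, also in the region, rose by 0.76 (limma adjusted p = 0.0141) on the brighter of its 2 probes. The dimmer probe changed by 0.081 (limma adjusted p = 0.850). The rise on the brighter probe was not called without WT veh 3 (adjusted p = 0.0592), WT veh 4 (0.0610) or *Atm-/-* veh 3 (0.0711). The call was also lost with only the arrays of the 2 groups in the model (0.157) and with the replicate number as a block. Over the arrays with Y-gene signal, a setting chosen after the data were seen, it was not called either (0.125). Its adjusted p ranged from 0.00884 upward over the alternatives. *Mia2*, the called gene outside the region, rose by 0.48 (limma adjusted p = 0.0473) on 1 of 4 probes, while the other 3 changed by -0.051, -0.23 and -0.38. Of the 20 called probes, 13 were also called between *Atm-/-* NR and WT NR, and all 20 changed in the same direction there.

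**Figure D4:**
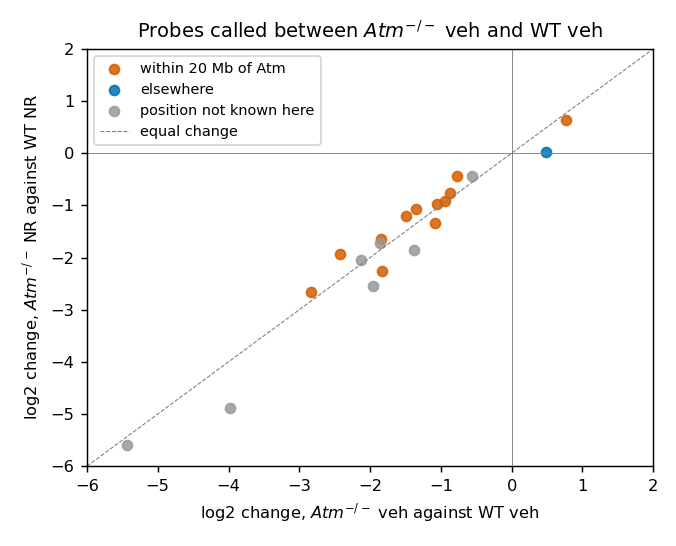
Log2 change of the 20 probes called between *Atm-/-* veh and WT veh (horizontal axis) and their change between *Atm-/-* NR and WT NR (vertical axis), with 1 point per probe, coloured by whether its gene lies within 20 Mb of *Atm*, elsewhere or at a position not known here. Across these probes r = 0.971, and the dashed line marks equal change.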

Among the genes with the largest enrichment score and significant changes in the comparison between WT veh and *Atm^−/−^* veh were *Lrrc49*, *Hmmr*, *Pign*, *Cyp2t4*, *Dzip1*, *SpacA6*, *ST14*, and *Cd209d* genes, which are related to inflammatory pathways (Table S1). Comparing with WT veh, the WT NR group had increased immune‐related genes, Pstpip2, Atp6v1g3, and Adgrg3 (Table S1).

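On the arrays, *Pstpip2* was at 8.69 ± 0.21 in WT veh and 9.57 ± 0.69 in WT NR (log2 signal, SD, n = 4), a log2 change of 0.88 (standard error 0.26, limma adjusted p = 0.501). A dimmer *Pstpip2* probe changed by -0.036. Over the 12 arrays with Y-gene signal, a setting chosen after the data were seen, the brighter probe was called (1.47, limma adjusted p = 0.0295), and over the alternatives its adjusted p ranged up to 0.790. *Atp6v1g3* went from 7.45 ± 0.45 to 8.22 ± 0.20 (SD, n = 4), a log2 change of 0.77 (standard error 0.23, limma adjusted p = 0.501), and *Adgrg3* from 9.95 ± 0.78 to 10.86 ± 0.15 (SD, n = 4), a log2 change of 0.91 (standard error 0.31, limma adjusted p = 0.558). None of the 3 was called over all probes of the 16 arrays. Adjusted over the list alone, all 3 passed (adjusted p between 0.0295 and 0.0414), which is no independent evidence, since the study chose them on these arrays. In *Atm-/-* mice, NR changed *Atp6v1g3* by 0.98 (limma adjusted p = 0.0212). Over all probes, limma called 0 between WT NR and WT veh. At an unadjusted p under 0.05 there were 2838, and the methods' t-test gave 2476 at its threshold and 0 after Benjamini-Hochberg adjustment. The rule of the supplementary methods gave 605 without its condition on average signal intensity, and 108 with a mean z-score above 0. The smallest adjusted p was 0.229, and the 2 groups did not overlap for 1522 probes (4.09%). With 1 array left out, limma called 6 probes without WT NR 4, 2 without WT NR 2, and 1 each without WT veh 2, WT veh 3, WT veh 4 or *Atm-/-* veh 1. Over the 12 arrays with Y-gene signal, which leave 2 of the 4 WT NR arrays and all 4 WT veh arrays, it called 32, 28 higher and 4 lower with NR.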

Individuals with A‐T have been shown to develop immunodeficiency, sensitivity to virus infection, and systemic inflammation (McKinnon, 2004). 

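The list for response to virus held 67 genes, mostly induced by interferon, of which 57 were measured. Between *Atm-/-* veh and WT veh its median log2 change was 0.082, with 31 genes higher and 26 lower (camera adjusted p = 0.181, and between 1.1e-04 and 0.869 over the alternatives). The direction depended on 1 array. On *Atm-/-* veh 3 the genes of the list averaged 0.99 above their means over all 16 arrays (log2), against -0.072 on the next highest *Atm-/-* veh array. Without *Atm-/-* veh 3 the median was -0.17, with 12 genes higher and 45 lower, and the list was called in the downward direction (camera adjusted p = 0.0349). *Atm-/-* veh 3 is 1 of the 4 arrays without Y-gene signal. Without another *Atm-/-* veh array the list was called upward (camera adjusted p = 0.0251 without *Atm-/-* veh 1, 0.00541 without *Atm-/-* veh 2 and 0.00455 without *Atm-/-* veh 4), and so it was without WT veh 4 (adjusted p = 0.0265). With NR in *Atm-/-* mice, against *Atm-/-* veh, the median of the list was -0.16, with 18 genes higher and 39 lower (camera adjusted p = 0.0786, and between 1.2e-05 and 0.765 over the alternatives). Under fry or an estimated correlation the list was called in neither comparison. Without *Atm-/-* veh 3 it was 0.12, with 35 genes higher and 22 lower (camera adjusted p = 0.592), and it was called downward without *Atm-/-* veh 1 (0.0135), *Atm-/-* veh 2 (0.00226), *Atm-/-* veh 4 (0.00153) or *Atm-/-* NR 3 (0.0261). Of the 57 genes on the list for the humoral immune response, complement and immunoglobulin genes among them, 37 were measured. Their median log2 change was 0.036 between *Atm-/-* veh and WT veh (20 higher and 17 lower, camera adjusted p = 0.574) and -0.069 between *Atm-/-* NR and *Atm-/-* veh (16 higher and 21 lower, camera adjusted p = 0.377). The first of these turned downward without *Atm-/-* veh 3 (median -0.099, camera adjusted p = 0.435, within a range of 0.161 to 0.951 over the alternatives). The Reactome set Interferon alpha beta signaling (22 genes) had a median log2 change of 0.20 between *Atm-/-* veh and WT veh (camera adjusted p = 0.315) and -0.071 between *Atm-/-* NR and *Atm-/-* veh (camera adjusted p = 0.982).

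**Figure D5:**
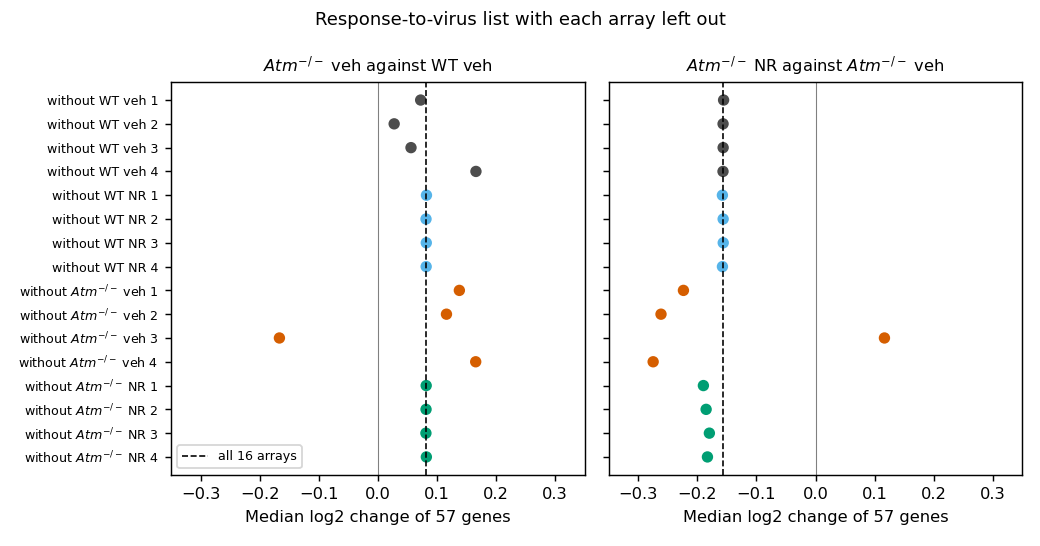
Median log2 change of the 57 measured genes of the response-to-virus list (horizontal axis) with each array left out in turn (vertical axis), for *Atm-/-* veh against WT veh (left) and *Atm-/-* NR against *Atm-/-* veh (right), with 1 point per array left out in the colour of its group. The dashed line is the median over all 16 arrays, and without *Atm-/-* veh 3 the median moves from 0.082 to -0.17 on the left and from -0.16 to 0.12 on the right.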

Consistent with our genes expression profiles, enrichment scores of *Atm^−/−^* versus WT revealed upregulation of the humoral immune response and response to virus (Figure S5C) and NR treatment alleviated these alterations (Figure S5D). In addition, we found that the terms of neuronal and synaptic functions were downregulated in *Atm^−/−^* mice compared with the WT mice, and that NR treatment restored expression of genes in neuronal function in *Atm^−/−^* mice (Figure S5E). These findings suggest that NAD^+^ supplementation profoundly impacts A‐T pathology via multiple mechanisms.

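For neuronal function, 54 of 55 listed genes were measured. Their median log2 change was -0.082 between *Atm-/-* veh and WT veh (22 higher and 32 lower, camera adjusted p = 0.492). In *Atm-/-* NR against *Atm-/-* veh it was 0.064 (29 higher and 25 lower), while the camera test pointed down (adjusted p = 0.750). For synaptic function, 85 of 87 genes were measured. Between *Atm-/-* veh and WT veh their median was -0.031 and their mean -0.078 (37 higher and 48 lower), while the camera test pointed up (adjusted p = 0.753), and its direction turned without WT veh 2 (adjusted p = 0.730) and without *Atm-/-* veh 1 (adjusted p = 0.724), with a range of 0.206 to 0.979 over the alternatives. In *Atm-/-* NR against *Atm-/-* veh the median was -0.051 and the mean 0.027 (camera, downward, adjusted p = 0.160), and the list was called downward without *Atm-/-* veh 3 (adjusted p = 0.0265) and over the arrays with Y-gene signal (adjusted p = 0.0200, a setting chosen after the data were seen), the lowest over the alternatives, which reached 0.984. Neither list was called in either comparison under fry or with a correlation estimated from the data. The nervous system development list, the one nearest to the threshold between *Atm-/-* veh and WT veh, had a median of -0.028 and a mean of 0.11 between *Atm-/-* NR and *Atm-/-* veh (36 higher and 37 lower, camera, downward, adjusted p = 0.679). The Reactome set Neuronal System (227 genes) had a median log2 change of -0.049 between *Atm-/-* veh and WT veh (camera adjusted p = 0.985) and of 0.034 between *Atm-/-* NR and *Atm-/-* veh (camera, downward, adjusted p = 0.983).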

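Between *Atm-/-* NR and *Atm-/-* veh, limma called 3366 of the 37253 probes (9.04%), 1697 higher and 1669 lower with NR, in 2314 named genes. Their median change was 0.44 in size on the log2 scale, 254 of them changed by more than 1, and the smallest adjusted p was 0.00355. The arrays of both groups did not overlap for 7539 probes (20.2%). The number fell by over 1.5 times without *Atm-/-* veh 1 (845), *Atm-/-* NR 3 (938), *Atm-/-* veh 4 (1285), *Atm-/-* NR 2 (1516) or *Atm-/-* NR 4 (2044), and was 4469 without *Atm-/-* veh 2. With the number of probes well above background of each array as a covariate, a setting chosen after the data were seen, limma called 0 probes, with 5899 at an unadjusted p under 0.05. The covariate moves with the groups and widened the standard errors 1.60 times. The difference between the NR effect in *Atm-/-* and that in WT was called by limma for 0 probes, with 1962 at an unadjusted p under 0.05 and a smallest adjusted p of 0.839. With 1 array left out, 2 were called without *Atm-/-* NR 3 and 1 each without WT NR 4 or *Atm-/-* veh 2. Of the 3366 probes, 3199 (95.0%) changed in the same direction between WT NR and WT veh, against 69.7% of all probes, and 1019 (30.3%) had an unadjusted p under 0.05 there. Across probes, the change with NR in *Atm-/-* and the genotype difference had a correlation of -0.578. Both use the same *Atm-/-* veh arrays, and simulated groups without change gave -0.496. Of the called probes, 3 were called in both comparisons, 0 of them in the same direction. *Col6a5*, well above background on 4 of 4 *Atm-/-* NR arrays and 0 of 4 *Atm-/-* veh arrays, was at least 11.1-fold higher with NR (limma adjusted p = 0.0221), and *Cntn5*, on 4 of 4 and 0 of 4, at least 9.79-fold higher (limma adjusted p = 0.0239). Such bounds set the mean of the bright group against, on each array of the dim group, the lowest signal well above background or the probe's own signal, whichever was higher. Both probes also varied widely among WT mice. *Col6a5* ran from 2.55 to 6.89 (log2) in WT veh (above background on 3 of 4) and from 2.47 to 6.19 in WT NR (2 of 4). *Cntn5* ran from 2.74 to 6.63 in WT veh (1 of 4) and from 3.24 to 6.78 in WT NR (2 of 4). *Col6a5* was not called without *Atm-/-* veh 1 (adjusted p = 0.0647), *Atm-/-* NR 1 (0.0514) or *Atm-/-* NR 3 (0.0680), with a range of 0.0123 to 0.0991 over the alternatives, and a brighter *Cntn5* probe changed by 0.79 (limma adjusted p = 0.250). *Chdh* rose by 2.48 and *Ankrd45* by 2.04 on 1 probe each (limma adjusted p = 0.0296 and 0.0248), of which the first was well above background on 3 of 4 *Atm-/-* NR and 4 of 4 *Atm-/-* veh arrays and the second on 2 of 4 of each. Their brighter probes changed by 0.58 and -0.029, the latter turning to 0.021 without *Atm-/-* veh 1, 0.11 without *Atm-/-* NR 1 and 0.12 without *Atm-/-* NR 4, while that of *Chdh* was 0.0077 without *Atm-/-* NR 3. *Gm7904*, on 0 of 4 *Atm-/-* NR arrays, was at least 2.22-fold lower with NR (limma adjusted p = 0.0114). *Frem3* (limma adjusted p = 0.00894) and *Lpp* (limma adjusted p = 0.0251) were also on 0 of 4 *Atm-/-* NR arrays, and their bounds allow no fold. The floor differs between arrays: *Cdkn2a* counted as above background at 3.62 (log2) on *Atm-/-* veh 3, but not at 4.43 on *Atm-/-* NR 4. A count of 0 of 4 *Atm-/-* NR arrays thus does not by itself show a lower signal. *Mettl21c* changed by -1.78 (limma adjusted p = 0.0250) and was not called without *Atm-/-* veh 1 (adjusted p = 0.0824), *Atm-/-* veh 3 (0.0604), *Atm-/-* veh 4 (0.0580), *Atm-/-* NR 2 (0.0595) or *Atm-/-* NR 3 (0.0750), with a range of 0.0125 to 0.0824 over the alternatives. *Lpp* was not called without *Atm-/-* veh 1 (adjusted p = 0.0588), *Atm-/-* veh 3 (0.0520), *Atm-/-* veh 4 (0.0568), *Atm-/-* NR 2 (0.0711) or *Atm-/-* NR 4 (0.0510), with a range of 0.0108 to 0.103. *Frem3* was not called under normexp (adjusted p = 0.0767, with a range from 0.00470). For *Atm-/-* NR against *Atm-/-* veh, camera called 0 of the 8 gene lists (2 at an unadjusted p under 0.05), as did fry and an estimated correlation, and 0 of the 726 Reactome sets (56 at an unadjusted p under 0.05), whose smallest adjusted p was 0.536. Under scaling to the 75th percentile of each array, a setting for these sets chosen after the data were seen, camera called 27 of the sets. With quantile normalization, fry called 2, Bile acid and bile salt metabolism (median 0.15, fry adjusted p = 0.00950) and Synthesis of bile acids and bile salts (15 genes, median 0.29, fry adjusted p = 0.0210). From the groups' profiles, the genes of Table S1 and the terms of Figure S5, the paper proposes that raising NAD+ acts on A-T pathology in several ways.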

As cerebellar Purkinje cells are the most affected neurons in ATM‐deficient animals and in A‐T patients (Crawford et al., 2006; Genik et al., 2014), we examined the number of Purkinje cells and the potential benefits of NAD^+^ supplementation in *Atm^–/–^* mice. Consistent with the findings in the A‐T cells, *Atm^−/−^* mice showed a significantly reduced NAD^+^ level (Figure 5a) and NAD^+^/NADH ratio compared with WT mice (Figure 5b) and NR treatment reversed these alterations in *Atm^−/−^* mice (Figure 5a,b). Consistent with a previous study (Li et al., 2013), *Atm^−/−^* mice exhibited a significant reduction of Purkinje cell counts compared with WT mice, and NR attenuated the loss of Purkinje cells in the *Atm^−/−^* mice (Figure 5c).

**FIGURE 5:**
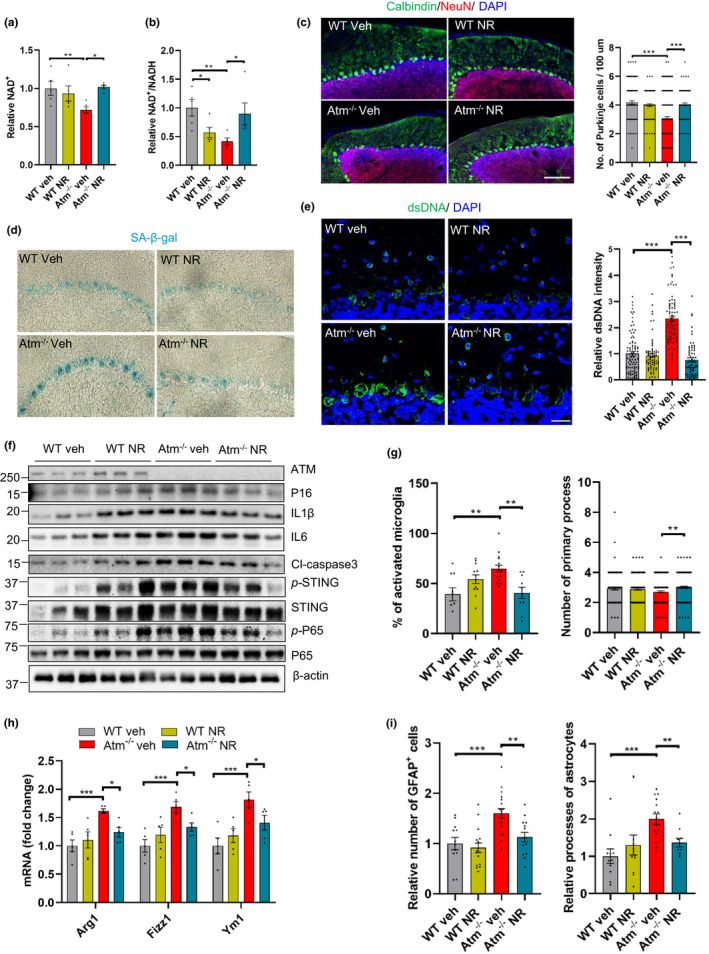
NR inhibits neurodegeneration and senescence phenotypes in *Atm^−/−^* mice. (a, b) Cerebellar tissue of WT and *Atm^−/−^* mice treated with vehicle or NR were measured for relative NAD^+^ (a) and ratio of NAD^+^/NADH (b). n = 5 mice per group. (c) Representative images of NeuN‐ and Calbindin‐stained Purkinje cells show the effects of NR (left) and quantification of the number of Purkinje cells per 100 µm (right). Scale bar, 100 μm. n = 4 mice for each group. (d) Representative images of SA‐β‐gal staining in cerebellum of WT and *Atm^−/−^* mice with vehicle‐ or NR treatment for 2 months. (e) Immunofluorescence microscopic analysis of dsDNA (green) in cerebellum (left) and quantification of density of cytoplasmic dsDNA (right). Scar bar, 50 µm; n = 4 mice per group. 70–90 cells were analyzed in each group. (f) Senescence, SASP, and cell death markers were analyzed by immunoblotting in cerebellar tissue, including ATM, P16, IL1β, IL6, cleaved caspase‐3 (Cl‐caspase3), *p*‐STING, STING, *p*‐P65, and P65 protein levels. Quantification of protein levels are shown in Figure S6A. n = 3 mice per group. (g) Quantification of percentage (left) and number of primary process (right) of activated microglia in vehicle‐ or NR‐treated WT and *Atm^−/−^* mice brain immunostained with microglia marker anti‐Iba1. Representative images in Figure S6D. n = 4 mice per group. (h) Relative genes expression of M2 microglia markers Arg1, Fizz1, and YM1 in cerebellar tissue. n = 5 mice per group. (i) Quantification of relative number of astrocytes near Purkinje cell layer in vehicle‐ or NR‐treated mice (left). Relative astrocytes processes at the molecular layer of cerebellum (right). n = 4 mice per group. Representative images in Figure S6D. Data are shown as mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001 by two‐way ANOVA

Senescent cells accumulate in the nervous system with aging and in neurodegenerative diseases and may predate the appearance of neurodegeneration or aggravate its course (Kritsilis et al., 2018). To measure senescence *in vivo*, we stained free‐floating brain sections from 3.5‐month‐old *Atm^−/−^* mice with or without NR treatment for SA‐β‐gal activity. Based upon the size and morphological features the SA‐β‐gal‐positive cells, we identified that SA‐β‐gal‐positive cells are located in the Purkinje cell layer and that they were much more prominent in *Atm^−/−^* mice compared with WT mice. The SA‐β‐gal staining intensity was reduced in NR‐treated *Atm^−/−^* mice (Figure 5d).

We also observed that the dsDNA level in cerebellar Purkinje cell layer from *Atm^−/−^* mice was significantly higher than in WT mice (Figure 5e), which is consistent with a previous study (Song et al., 2019). Importantly, NR treatment dramatically decreased dsDNA in the cerebellar tissue of *Atm^−/−^* mice (Figure 5e).

We next sought to investigate whether STING was activated due to the accumulation of cytoplasmic DNA in *Atm^−/−^* mice. Remarkably, in the cerebellar lysates of *Atm^−/−^* mice, the levels of phosphorylated‐STING (*p*‐STING) were significantly higher than in WT mice (Figures 5f and S6A), as previously reported (Härtlova et al., 2015). Additionally, P65 phosphorylation (*p*‐P65) was increased in *Atm^−/−^* mice, suggesting activation of NF‐κB pathway (Figures 5f and S6A). Both *p*‐STING and *p*‐P65 protein levels were significantly reduced in *Atm^−/−^* mice after NR treatment (Figures 5f and S6A). Besides P65, STING was reported to associate with the NLRP3 inflammasome and with IRF3 activation during the inflammatory response (Li et al., 2019). Here, we showed that the NLRP3 level in *Atm^−/−^* NR mice was significantly lower than that in WT mice, but there was no difference between *Atm^−/−^* veh mice and *Atm^−/−^* NR mice (Figure S6B,C). Further, the levels of Pro‐IL18, IL18, and IFNγ showed no significant difference between WT mice and *Atm^−/−^* mice (Figure S6B,C). The *p*‐IRF3/IRF3 level in WT veh mice was higher than in WT NR, *Atm^−/−^* veh and *Atm^−/−^* NR mice, and NR had no effect on the *p*‐IRF3/IRF3 level in *Atm^−/^* ^−^ mice (Figure S6B,C). This indicates that neither NLRP3 nor IRF3 are activated in senescence phenotypes, but that the NF‐κB pathway is activated.

Importantly, the senescence marker P16 and SASP markers IL1β and IL6 found to be enriched in the cerebellar tissue of *Atm^−/−^* mice were reduced after NR treatment (Figures 5f and S6A). It is interesting to note that NR treatment increased IL1β and IL6 in WT young mice (Figures 5f and S6A), indicating that super supplementation of NAD^+^ in young healthy mice, which are in good hemostasis of NAD^+^ may have unintended consequences on inflammatory pathways. In addition, consistent with our previous study (Fang et al., 2016), the increased level of the apoptotic marker, cleaved caspase‐3 in *Atm^−/−^* cerebellar tissue was also decreased after NR treatment (Figures 5f and S6A). These findings indicate that cerebellar neurons that degenerate exhibit features of senescence prior to their death in *Atm^−/−^* mice. Both cellular senescence and apoptosis are extreme responses to cellular stress and play major roles in neurodegeneration and organismal aging (Childs et al., 2014). However, the cross‐regulation between apoptosis and senescence needs further clarification.

Accumulating evidence suggests that microglia and astrocytes play roles in ATM pathology (Liu et al., 2005; Song et al., 2019). In normal brain, the “resting” state microglia possess many fine processes, which allows the cells to extensively explore their environment. Upon stimulation, however, activated microglia adopt a different morphology with a larger spherical shape, and with fewer but thicker processes (Boche et al., 2013). The links between neurodegeneration in A‐T neurons and immune responses are poorly understood. By immunostaining with an antibody against the microglial marker Iba1, we observed ~30% more activated microglia in *Atm^−/−^* mice than WT mice, and they were reduced after NR treatment (Figure 5g and S6D). Additionally, reduced microglia primary processes in the *Atm^−/−^* mice (*p* = 0.059) were significantly increased after NR treatment (Figure 5g and S6D). We then monitored the activation state of the microglia. The classical activation is known as M1 and these cells are mediators of the proinflammatory responses. The alternative activation, known as M2, is responsible for resolution and repair (Zheng & Wong, 2019). M1 activation markers (IL6, IL1β, Figure 5f and S6A) were increased in *Atm^−/−^* mice and so were M2 markers (Arg1, Fizz1 and YM1) and NR significantly reduced the M2 markers (Figure 5h).

Astrocytes are another primary glial cell critical for many important biological processes including the inflammatory response in brain (Colombo & Farina, 2016). We next determined that *Atm^−/−^* mice have significantly more reactive‐like astrocytes, as judged by positive immunostaining for glial fibrillary acidic protein (GFAP) than WT controls (Figures 5i and S6E). NR treatment reduced astrocytes in the cerebellum, as compared to non‐NR‐treated *Atm^−/−^* mice (Figures 5i and S6E). We also saw increased GFAP‐stained processes in the *Atm^−/−^* cerebellum compared with WT mice, and this was normalized by NR treatment (Figures 5i and S6E). Together, these results suggest that NR may reduce neuroinflammation by downregulating microglial and astrocyte responses.

### 2.6 NR improves mitochondrial homeostasis and motor behaviors in *Atm^−/−^* mice

We previously reported on mitochondrial dysfunction in ATM‐deficient worms and mice (Fang et al., 2016). We reasoned that one possible signal connecting NR treatment to reduced senescence phenotypes could be the improvement of mitochondrial homeostasis. To uncover the cellular and molecular causes of mitochondrial dysfunction and the accumulation of damaged mitochondria in *Atm^−/−^* cerebellum, we examined mitochondrial morphology in Purkinje cells from WT and *Atm^−/−^* mice. Purkinje cells in *Atm^−/−^* mice displayed altered mitochondrial morphology characterized by increase of disorganized and larger mitochondria compared with WT mice (Figure 6a–e). Notably, damaged mitochondria were reduced in Purkinje cells of *Atm^−/−^* mice treated with NR (Figure 6a–e).

**FIGURE 6:**
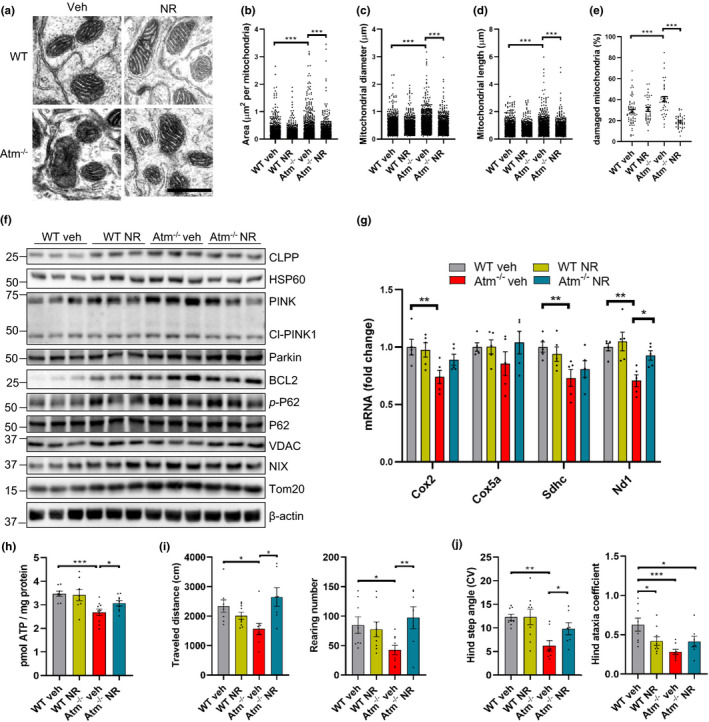
NR improves mitochondrial homeostasis and motor behaviors in WT and *Atm^−/−^* mice. (a–e) Representative electron microscopy images of cerebellum from WT and *Atm^−/−^* mice treated with NR or vehicle (a). Quantification of mitochondria area (b), diameter (c), length (d), and percentage of damaged mitochondria (e). Scar bar, 1 µm; n = 1500–1600 mitochondria from n = 4 mice per group. (f) Immunoblot analysis of cerebellum tissue from WT and *Atm^−/−^* mice after 2 months of NR treatment. Quantification of data is in Figure S7A. n = 3 per group. (g) Relative levels of mRNA implicated in the OXPHOS in cerebellar tissue. n = 5 mice for each group. (h) ATP levels in mice cerebellar tissue. n = 7–9 mice per group. (i) The total traveled distance (left) and rearing number (right) of vehicle‐ and NR‐treated mice in the open field test. (j) Hind step angle (CV) (left) and Hind ataxia coefficient (right) in DigiGait analysis test. WT veh, n = 9; WT NR, n = 10; *Atm^−/−^* veh, n = 6; *Atm^−/−^* NR, n = 7. Data are shown as mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001 by two‐way ANOVA

As damaged mitochondria are characterized by impaired mitochondrial biogenesis, metabolism, and dynamics, we measured mitochondrial functions by assaying oxidative phosphorylation (OXPHOS) components by qPCR and mitophagy‐related proteins by immunoblot in cerebellar tissues. Compared with WT mice, several UPR^mt^ and mitophagy‐related proteins were upregulated in *Atm^−/−^* mice (Figures 6f and S7A), whereas OXPHOS genes were downregulated (Figure 6g). NR treatment normalized the levels of these parameters in *Atm^−/−^* mice (Figure 6f,g and S7A). To determine whether NR impacts mitochondrial bioenergetics in *Atm^−/−^* cells, we assessed the OCR in *Atm^−/−^* mouse embryo fibroblasts (MEFs). Notably, a significantly impaired maximal and spare capacity OCR were observed in *Atm^−/−^* MEFs, whereas NR treatment markedly increased the basal, maximal respiration, and spare capacity OCR (Figure S7B,C). This suggests that there is increased mitochondrial stress in *Atm^−/−^* mice and that compromised mitophagy fails to remove damaged mitochondria during A‐T disease progression while NR could normalize mitochondrial defects in *Atm^−/−^* mice. Consistently, the ATP levels were lower in cerebellum of *Atm^−/−^* mice than WT mice and increased after NR treatment (Figure 6h). In summary, our results demonstrate that NR treatment normalizes mitochondrial function in *Atm^−/−^* models.

Although ATM‐deficient mice do not recapitulate the profound ataxia in A‐T, researchers have shown reduced motor coordination and abnormal walking patterns compared with wild‐type mice (Li et al., 2013). Therefore, to test the impact of NR on motor functions, we conducted behavioral analyses in the *Atm^−/−^* mice with NR treatment for 2 months. In the open field test, the traveled distance, ambulatory time, rearing, and jumping parameters were significantly decreased in *Atm^−/−^* mice compared with WT. NR treatment reversed these deficient behaviors in *Atm^−/−^* mice (Figures 6i and S8A,B). Furthermore, DigiGait analysis, which generates numerous indices of gait dynamics and posture, showed that *Atm^−/−^* mice had significantly decreased hind step angel (CV) compared with the WT mice, which could be normalized by NR (Figure 6j). Further, the hind ataxia coefficient, an index of step‐to‐step variability, was significantly lower in *Atm^−/−^* mice than WT and NR treatment had no significant effect in *Atm^−/−^* mice (Figure 6j). The fore ataxia coefficient and step angle also did not show a difference between WT and *Atm^−/−^* mice (Figure S8C,D). These results indicate that hind legs are implicated in the impaired motor behavior in *Atm^−/−^* mice and that it could be partially improved by NR treatment.

## 3 DISCUSSION

In this study, we demonstrate that disturbed mitochondrial homeostasis plays an important role in neurodegeneration, senescence, and brain dysfunction in ATM‐deficient mice. Notably, we show that STING is partly activated by cytoplasmic mtDNA, released from damaged mitochondrial, and this may exacerbate senescence and SASP. Notably, boosting NAD^+^ improves motor functions and prevents neuroinflammation and senescence through enhancing mitochondrial function, reducing cytoplasmic DNA and preventing activation of STING in ATM models.

Senescence phenotypes are associated with mitochondrial dysfunction, and compromised mitophagy has been considered as one of the major hallmarks of neurodegenerative diseases (Baker & Petersen, 2018; Cirotti et al., 2020, 2020). Inflammatory cytokines play an essential role in the initiation and maintenance of cellular senescence and are responsible for triggering an innate immune response that clears the senescent cells. A‐T patients manifest a variety of inflammatory and autoimmune syndromes (McKinnon, 2004). Notably, the major cause of mortality and morbidity in A‐T patients is respiratory infections, at least in part, due to T‐ and B‐cell deficiencies (Song et al., 2019). Clinical studies have demonstrated that A‐T patients have systemic inflammation and anti‐inflammatory betamethasone treatments can suppress the severity of the neurological symptoms in A‐T (Giardino et al., 2013; Menotta et al., 2012). Similarly, inhibition of ATM was recently shown to result in increased inflammatory responses in glial cells, which in turn drives neurodegeneration in Drosophila (Petersen et al., 2012) and mice (Song et al., 2019). Together, these results demonstrate a hitherto underappreciated role of inflammatory responses in the clinical manifestations of A‐T and this is likely connected to the upregulation of the STING pathway. Here, we observed accumulation of cytoplasmic dsDNA *in vivo* and *in vitro* (Figures 2c, 4h and 5e), which stimulates the STING pathway. Activation of STING subsequently initiates a robust proinflammatory response and senescence, associated with the deficient health span in ATM‐deficient mice (Figures 5, 6). Senescence phenotypes are rescued by concurrent loss of STING, suggesting that STING is a central regulator of this phenotype (Figures 2e‐g, 4f,5f and S6A).

The reduction in cellular and/or tissue NAD^+^ pool accelerates multiple aging features (Fang et al., 2017), ultimately leading to a loss of mitochondrial homeostasis and senescence phenotypes in A‐T. It is known that cytoplasmic mtDNA from damaged mitochondria can also induce STING‐dependent inflammatory mediator activation (Aarreberg et al., 2019; Sun et al., 2017), which in turn contributes to senescence phenotypes. It is thus important to explore the possibility of improving mitochondrial quality to inhibit senescence, SASP, and neurodegeneration in A‐T. Recent studies show that mitochondrial stress can elevate levels of numerous proinflammatory cytokines and of senescence (West et al., 2015; Wiley et al., 2016). This suggests that mitochondrial dysfunction is implicated in senescence. Here, we demonstrate that loss of ATM induces impaired mitophagy (Figure 3b,c and S2C) and consequently promotes release of mtDNA into the cytoplasm (Figures 3a and 4a). Accumulation of cytoplasmic mtDNA activates the STING‐induced senescence phenotypes. By boosting cellular concentration of NAD^+^, the accumulation of cytoplasmic dsDNA is suppressed due in part to the activation of mitophagy which stimulates the clearance of damaged mitochondria. We further demonstrated that NR failed to prevent senescence following inhibition of the mitophagy protein, PINK1 (Figures 3j,k and S3A). These findings suggest that NR prevents senescence via enhancing mitophagy in A‐T models.

However, it is noteworthy that in addition to the regulation of senescence by mitophagy, NR may also bring health benefits to the *Atm^−/−^* mice through multiple other mechanisms. Some studies have reported abnormal phenotypes of astrocytes and microglia in *Atm^−/−^* mice (Liu et al., 2005; Song et al., 2019), which release inflammatory cytokines and promote neurodegeneration. Here, we found that NR treatment down regulates the activation of astrocytes and microglia in the *Atm^−/−^* mouse brains, thus reducing neuroinflammation (Figures 5g‐i and S6D,E). Further, we had previously reported that NR can improve non‐homologous end joining (NHEJ)‐mediated double‐strand break (DSB) repair by increasing NAD^+^/SIRT1 signaling (Fang et al., 2016). NAD^+^ dependent SIRT1 is involved in DNA repair via activation of ATM and Ku70 (Chalkiadaki & Guarente, 2015). NAD^+^ can increase repair of DSBs through activation of the Ku70 and DNA‐PKcs when ATM is defective. Other NAD^+^‐dependent sirtuin members, including SIRT6 and SIRT3, also contribute to the DNA repair improvements by NAD^+^ supplementation. Consistently, we showed that the increased DNA damage in primary neurons is reduced after NR treatment (Figure S4D).

Our data suggest that NR may have different effects on WT and *Atm^−/−^* mice. We found that NR treatment reduced the levels of P16, IL1β, IL6, and *p*‐STING proteins in *Atm^−/−^* mice while it increased those proteins levels in WT mice (Figures 5f and S6A). This difference may be due to a difference in basal NAD^+^ levels in the WT mice and *Atm^−/−^* mice. Additionally, there may be age or localized drug effects on specific tissue. It has been well established that NAD^+^ level decline with age (Camacho‐Pereira et al., 2016). In our experiment, we used 1.5‐month‐old mice and treated them with NR for two months. As they are young and healthy, WT mice most likely do not have NAD^+^ decline. Further supplementation of NAD^+^ may disturb the NAD^+^ metabolome balance and have some unexpected effects. Besides, in our experiment, we only checked the affected brain region, the cerebellum; thus, we are not sure whether NR supplementation would induce similar effects in other tissues of the WT young mice and whether modulation of NR dosage locally can alleviate these responses in the cerebellum. For the *Atm^−/−^* mice, NAD^+^ was shown in a previous report (Fang et al., 2016) and in our current data (Figure 5a) to be significantly decreased when compared to WT mice. As NAD^+^ plays important roles in multiple molecular processes, including DNA repair, mitochondrial functions, and cellular senescence, supplementation of NAD^+^ is critical and beneficial in settings such as A‐T or normal aging where NAD^+^ levels are low. Whether NAD^+^ supplementation is advisable for healthy young humans remains to be determined.

In a short conclusion, our results demonstrate that neuroinflammatory and senescence phenotypes are associated with the STING pathway. Activation of STING is partly induced by cytoplasmic dsDNA released from damaged mitochondria in A‐T cells. NAD^+^ supplementation promotes removal of damaged mitochondria by mitophagy and reduces glia responses, leading to inhibition of inflammation and senescence in A‐T models. Thus, our data support the concept that targeting the maintenance of mitochondrial quality may have potential roles in the prevention of senescence and neuroinflammation in neurodegenerative diseases.

## 4 MATERIALS AND METHODS

All detailed description of methods and materials can be found online in the Supplementary files.

## CONFLICT OF INTEREST

V.A.B. has CRADA arrangements with ChromaDex but receives no personal benefit. All others declare no competing interests.

## AUTHOR CONTRIBUTIONS

B.Y., X.D., D.L.C., and V.A.B. designed experiments. B.Y. and R.M. performed animal treatment and behavior test. B.Y., Y.H, X.D., and N.W. collected the tissues from animals. B.Y., X.D., N.W., S.K., J.L., M.B., T.D., and R.K. performed Western blot, histology, IHC, qPCR, mitochondrial analysis, and cellular experiments. S.Z. performed tissue preparation and imaging for EM data. Y.Z. and D.L.C. performed microarray analysis. B.Y. and X.D. wrote and B.Y., X.D., D.L.C, M.P.M., and V.A.B. revised the manuscript. All authors contributed to writing the final manuscript.

## Supporting information

Supplementary Material Click here for additional data file.

## Data Availability

The data that supports the findings of this study are available in the supplementary material.

# Supplementary material for: NAD+ supplementation prevents STING‐induced senescence in ataxia telangiectasia by improving mitophagy
**Source:** Aging Cell. 2021 Mar 18;20(4):e13329. doi: 10.1111/acel.13329
**Supplement:** Supplementary file 1 — Supplementary Material

# SUPPORTING INFORMATION

## Supplemental Experimental Procedures

### Cell culture and treatment

Human fibroblasts were obtained from Coriell Institute (Camden, NJ). Healthy controls (HT1-5): GM07532, AG01522, GM05757, GM00316, GM08398. A-T cells (AT1-5): AG03058, GM07481, GM03487, GM03395, AG4405. Cells were cultured in DMEM supplemented with 10% FBS and 1% penicillin-streptomycin (10,000 U/ml; Thermo Fisher Scientific) at 37°C in a humidified incubator with 5% CO<sub>2</sub>/95% air. All cells at passages 20-23 were used in different assays.

Human neuroblastoma cell line SH-SY5Y (ATCC) were cultured in DMEM/F12 supplemented with 10% FBS and 1% penicillin–streptomycin (10,000 U/ml; Thermo Fisher Scientific) at 37°C in a humidified incubator with 5% CO<sub>2</sub>/95% air. Cells were plated in the density of 300,000 cells per well into a 6-well plate. After 24h seeding, cells transfected with validated lenti-shATM virus (Sigma, TRCN0000194861) or lenti-shCtrl virus (Sigma, SHC001) were selected by 1.5 ug/ml puromycin.

siSTING and SiPINK1 were purchased from Dharmacon. Knockdown experiments were performed according to manufacturer's procedures. Nicotinamide riboside/NR, 1mM were added to the cells.

### Mice

The *Atm* heterozygous strain (B6;129S4-*Atm*<sup>tm1Bal</sup>/J) was purchased from The Jacksons Laboratory. *Atm* homozygous (*Atm*<sup>-/-</sup>) mice and their wild type (WT) littermates were used for experiments. Mice were maintained in the in a constant-temperature facility with a 12 h light/12 h dark cycle and given food and water ad libitum. Animal phenotyping experiments were carried out according to standard operational procedures (SOPs) established and validated by Transnetyx. For genotyping, primers for WT included forward primer (F): TCAAGGCATGCCATTATCTGTCTT, reverse primer (R): CTGACTGGAAACTGATCGCTACTTT; primers for mutant allele were F:

GGGCGCCCGGTTCTT, and R: CCTCGTCCTGCAGTTCATTCA. The *Atm*<sup>-/-</sup> mice and their age- and sex-matched littermates were used for behavioral studies. All animal experiments were performed and approved by NIA Animal Care and Use Committee.

## **Behaviors**

For behavioral tests, 1.5-month-old mice were given NR at 3.5 mg/ml (12 mM) in their drinking water while the control groups were received only drinking water for 2 months. In the open field test, each individual mouse was placed in the center of open field box (40 cm×40 cm×40 cm) (Med Associates, Georgia, VT, USA) and recorded for 20 minutes. The tracking software (Activity monitor version 4, Med-Associates) recorded the exploratory behavior. The apparatus was cleaned with 70% ethanol before testing the next mouse. Travel distance, number and duration of jump and rearing parameters were recorded and analyzed. In Digi-gait test, mice were habituated for 5 minutes. Animals were recorded by collecting digital images at 80 frames per second with a high-speed video camera located beneath a transparent treadmill moving at a speed of 15 cm/s (Digi-Gait Imaging Systems, Boston, MA). A variety of gait parameters were analyzed R software.

## **NAD<sup>+</sup> detection**

NAD<sup>+</sup> and NADH were measured with a commercially available NAD<sup>+</sup>/NADH assay kit (Abcam, #ab65348) according to the manufacturer's protocol. For cells, 4 X 10<sup>5</sup> cells homogenized in 400 µl lysis buffer. For mice tissue, 20 mg were homogenized in 500 µl lysis buffer and clarified at 17,000 g for 5 min at 4 °C. Supernatants were filtered using 10 kD filters (Millipore) and spun at 17,000 g for 60 min. To measure NADH, NAD<sup>+</sup> was decomposed by incubation at 65 °C for 30 min. Standard curves (5–200 pg/ml) were generated for quantification.

## **ATP detection**

Twenty milligrams of mice cerebellar samples or 4 X 10<sup>5</sup> cells were harvested, and ATP levels were measured with a commercially available ATP Assay Kit (Colorimetric/Fluorometric) (Abcam, ab83355) according to the manufacturer's protocol.

## **RNA purification**

Twenty milligrams of mice cerebellar cortex or  $4 \times 10^5$  cell pellets were homogenized and RNA was extracted purified with PureLink™ RNA isolation kit following manufacturer's protocol (Thermo). RNA concentration and purity were conducted using a NanoDrop ND-1000 spectrophotometer.

## **Microarray**

The quality of the RNA was inspected using a 2100 Bioanalyzer (Agilent Technologies). Samples with RNA integrity less than 7.5 were discarded. The microarray was performed by the Gene expression and Genomics core facility (NIA) and analyzed using DIANE 6.0 software as described before. 

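On the deposited arrays, a rule that asks for a z-ratio of at least 1.5 in size, a p of at most 0.05, a false discovery rate of at most 0.3 and an ANOVA p of at most 0.05 was passed by 737 probes between *Atm-/-* veh and WT veh, 433 higher and 304 lower, of which limma called 19. For *Atm-/-* NR against *Atm-/-* veh it was passed by 1285 probes, 626 higher and 659 lower, of which limma called 790, and between *Atm-/-* NR and WT NR by 566 probes, 358 higher and 208 lower, of which limma called 20. A z-ratio is the difference between the mean z-scores of 2 groups divided by the SD of all such differences. The p of the rule comes from a z-test, as the supplementary methods describe it. The supplementary methods state the rule again with an average signal intensity of the comparison above 0, which these counts leave out. With this taken as a mean z-score above 0, 92 probes remained for *Atm-/-* veh against WT veh and 232 for *Atm-/-* NR against *Atm-/-* veh. There were 108 for WT NR against WT veh and 78 for *Atm-/-* NR against WT NR. The methods' t-test gave 10019 probes for *Atm-/-* NR against *Atm-/-* veh and 2392 for *Atm-/-* NR against WT NR at its threshold, and 3184 and 10 after Benjamini-Hochberg adjustment.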

A gene was considered significant if the absolute value of its absolute value of z-ratio  $\geq 1.5$ , p-value  $\leq 0.05$ , false discovery rate  $\leq 0.30$ , as well as sample group independent ANOVA test  $p \leq 0.05$ . A complete set of 880 canonic pathways and 2392 chemical perturbation gene sets were obtained from the Molecular Signatures Database (MSigDB, Broad Institute, Massachusetts Institute of Technology, MA, USA). The complete set was tested for Geneset enrichment using parametric analysis of gene set enrichment (PAGE). 

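The scanner files mark each spot that lies well above its background. A probe counted as above background on an array when at least 0.5 of its spots did. The kept probes include 24351 with a gene name, for 16737 genes. No array was left out. Between arrays of the same group, the correlation across kept probes ranged from 0.975 to 0.991 (median 0.985 over 24 combinations), and between arrays of different groups from 0.969 to 0.992 (median 0.983 over 96). Genes are not independent replicates, so no p is given. No more than 0.0017% of the values were equal between any 2 arrays.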

Raw microarray hybridization intensity data were filtered to remove undetected and array control probes, before computing log z-score for each sample to identify and exclude possible outlying samples via clustering, scatter plots, and principal components analysis. In A-T fibroblasts, we excluded HT5 and AT5 based on above criteria. After removal of the outlying samples, a sample-specific quantile normalization of the filtered raw average signal was employed to yield quantile normalized log scale z-scores. These quantile z-scores were used to ensure a standard normal distribution in further statistical analysis, including ANOVA, t- and z testing.  $|Z\text{-ratio}| \geq 1.5$  were used as cut-off values and calculated using a combination of thresholds, including z-test  $p < \text{value } 0.05$ , FDR  $\leq 0.30$ , and average signal intensity of comparison  $> 0$ , as well as global sample ANOVA F-test  $p \leq 0.05$ . 

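The authors also deposited a table of processed values for the 62976 spots of each array. Quantile normalization of all spots, followed by the log and a z-score within each array, came within 0.0050 of every value in that table, so that it holds control spots and probes below background as well. The values at the other claims start from the scanner intensities of the kept probes, and this table was used as an alternative.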

The gene expression change z-ratio values were then used as input to perform PAGE testing. 

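PAGE compares the mean z-ratio of the genes of a list with the z-ratios of all genes. It takes genes as independent, so that genes that vary together can make it call more lists. Over the 8 gene lists, it called response to virus upward (adjusted p = 1.1e-04) and nervous system development downward (adjusted p = 6.3e-08) between *Atm-/-* veh and WT veh, where 0 were called by limma's camera. In *Atm-/-* NR against *Atm-/-* veh it called response to virus downward (adjusted p = 1.2e-05), and between WT NR and WT veh it called 0, with a smallest adjusted p of 0.128. Between *Atm-/-* NR and WT NR, PAGE called 3 of the 8 lists and camera 5, so there it did not call more.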

For each gene set change, an aggregate z-score, and p-value with false discovery change was calculated and reported for statistical significance. The accession number for the raw and processed microarray data reported in this paper is GSE152289.

## **Quantitative real-time PCR**

cDNA was synthesized using iScript cDNA Synthesis kit (BioRad) and qPCR analysis was done with power SYBR Green PCR master mix (Thermo Fisher). The primers used to amplify each transcript are as Table S2.

## **Immunofluorescence**

Anesthetized mice were first perfused with cold PBS and then with 4% paraformaldehyde (PFA) in PBS. The collected brains were then placed in 30% sucrose in PBS (Sigma) until sunken at 4 °C. 1:8 series equidistant floating 30- $\mu$ m coronal sections (interval 240  $\mu$ m) were obtained with a cryostat CM 3080S (Leica). Approximately 9-10 slices of each mouse were incubated in blocking buffer (5% goat serum and 0.3% Triton X-100 in PBS) for 60 min at room temperature (RT). Thereafter, brain slices were incubated overnight with the primary antibody at 4°C and then incubated with the appropriate fluorescent probe conjugated secondary antibodies for 1 h at RT protected from light in a humid box. Nuclei were stained with DAPI at 1:5000 dilution for 20 min. The pictures were taken using a Zeiss 880 LSM confocal microscope (Zeiss).

## **Antibodies**

Specific primary antibodies used include rabbit anti-GFAP (DAKO, Z033401-2), goat anti-IBA1 (NOVUS, NB100-1028), mouse anti-dsDNA (Sigma, MAB1293), rabbit anti-TOMM20 (Proteintech, 11802-1-AP), mouse anti-NeuN (Millipore, MAB377), rabbit anti-ATM (Abcam, ab201022), mouse anti-IL1 $\beta$  (Cell signaling, 12242S), rabbit anti-IL6 (Cell signaling, 12912S), rabbit anti-IFN $\gamma$  (Proteintech, HZ-1301), rabbit anti-P16 (Cell signaling, 92803), rabbit anti- $\beta$ -actin (Cell signaling, 8457S), Acetyl-p53 (Cell signaling, 2570S), Rabbit anti-Cleaved-Caspase3 (Cell signaling, 9664L), rabbit anti-p-STING (Cell signaling, 19781S), rabbit anti-STING (Cell signaling, 13647S), rabbit anti-p-P65 (Cell signaling, 3033S), rabbit anti-P65 (Cell signaling, 8242S), mouse anti-NLRP3 (Adipogen, #AG-20B-0014-C100), rabbit anti-pAMPK (Thr172) (Cell Signaling, 2535S), rabbit anti-AMPK (Cell Signaling, 5831), mouse anti- $\alpha$ -tubulin (Thermofisher, A11126), rabbit anti-53BP1 (Cell signaling, 4937S), rabbit anti-CLPP (Proteintech, 15698-1-AP), rabbit anti-HSP60 (Proteintech, 15282-1-AP), rabbit anti-PINK1 (Proteintech, 23274-1-

AP), rabbit anti-Parkin (Proteintech, 14060-1-AP), mouse anti-BCL2 (Santa cruz, sc-7382), rabbit anti-*p*-P62 (Proteintech, 39786S), rabbit anti-P62 (Proteintech, 23214S), rabbit anti-VDAC (Proteintech, 10866-1-AP), rabbit anti-NIX (Cell signaling, 12396S), mouse anti- $\gamma$ H2AX (Millipore, 05-636-I), mouse anti-P21 (Novus, NBP2-29463), rabbit anti-LC3 (Novus, NB100-2220).

### **Respirometry on cells or primary neurons**

4 X 10<sup>4</sup> cells or neurons per well were seeded on Seahorse culture plate. Basal and uncoupled oxygen consumption rates (OCRs) and the extracellular acidification rate (ECAR) were measured using the Seahorse extracellular flux bioanalyzer (XF96, Seahorse Bioscience Inc.). To uncouple mitochondria, 2  $\mu$ M of FCCP was injected after a basal respiration measurement. All measurements were performed in 4 or 5 replications and results were normalized to protein level.

### **Western blotting**

Western blotting was performed according to manufacturer's instructions. Briefly, cell pellets or tissue were lysed using 1x RIPA buffer (Sigma-Aldrich, R0278-50ML) containing protease inhibitor cocktail (Sigma-Aldrich, P8340-5ML) and phosphatase inhibitor cocktail 1 (Sigma-Aldrich, P2850-5ML). Protein concentration were measured with pierce™ BCA protein assay kit (Thermo fisher, 23225). 20  $\mu$ g samples were loaded and separated on 4-12% Bis-Tris gel (Thermo Fisher Scientific, #NP0336BOX) and transferred to PVDF membranes. Membranes were blocked in TBST + 5% milk, incubated overnight with primary antibody, washed in TBST, incubated with HRP-conjugated secondary antibody for 60 min. Immunoreactivity was detected with an ECL kit (Millipore, or Thermo). Optical density of the immunoreactivity bands was analyzed using Image J software (NIH). All secondary antibodies were obtained from Cell signaling.

### **SA- $\beta$ -galactosidase assay**

Senescence-associated  $\beta$ -galactosidase (SA- $\beta$ -gal) activity was detected using the senescence  $\beta$ -galactosidase staining kit (Cell signaling), according to manufacturer's instructions. For cerebellar slices, staining for SA- $\beta$ -Gal was performed on free-floating

mouse brain sections in the SA- $\beta$ -gal staining solution at 37°C for 16–20 h. For cells, cells were fixed with 4% formaldehyde in PBS for 15min at room temperature. The fixed cells were incubated with SA- $\beta$ -Gal staining solution at 37 °C for 16 h after PBS washing. The percentages of positively stained cells were calculated based on three replicates.

### **Rat neurons culture and treatments**

Cerebral cortex tissue was collected from Sprague-Dawley rat embryos at 18 days of gestation. Dissociated cells were seeded into polyethyleneimine-coated plastic dishes or slide chambers in Neurobasal Plus Medium (Thermo fisher, A3582901) supplemented with 2% B27 Plus Supplement (Thermo fisher Scientific, A3582801) and 1% Anti-Anti (Gibco) at a density of 80,000 cells/cm<sup>2</sup>. The neurons were grown in 20% O<sub>2</sub> + 5% CO<sub>2</sub> at 37°C for further experiments. Rat cortical neurons at 0 day in vitro (DIV) were treated with either DMSO or 1 $\mu$ m ATM inhibitor KU-60019 (Sigma, SML1416-25MG) then treated for 72 h, then change with fresh medium with treatment on 3 DIV and 6 DIV. On 6 DIV, neurons were treated with dH<sub>2</sub>O or Nicotinamide riboside/NR, 1mM. Then on 7 DIV the assays for the multiple endpoints were performed.

### **Mitochondrial parameters assay**

For A-T cells and human SH-SY5Y were incubated with different dyes (all from Life Technologies™), including TMRM (40 nM for 15 min) to detect mitochondrial membrane potential, MitoTracker Green (50 nm for 15 min) for mitochondrial content, and mitoSOX (3  $\mu$ M for 30 min) for mitochondrial ROS, followed by detection by flow cytometer (BD LSRFortessa™). Median number was recorded and analyzed by FlowJo™ v10.6.2.

### **Subcellular fractionation**

Subcellular fractionation and mitochondrial DNA quantification was performed as follows: 5x10<sup>6</sup> HT1/AT1 or 8x10<sup>6</sup> SH-SY5Y cells were lysed in 1ml Mitochondrial isolation buffer (225 mM Mannitol, 75 mM Sucrose, 5 mM HEPES, 1 mg/ml Fatty acid free-BSA, Protease and phosphatase inhibitors, adjust pH 7.4). Samples were

centrifuged at 2,200xg for 3 min at 4°C. Pellet are nuclear fractions. Supernatants were transferred to fresh tubes and centrifuged at 17,000xg for 10min at 4°C, transferring supernatants to fresh tubes between centrifugation steps to finally yield cytoplasmic fractions. 10 ng cytoplasmic DNA was used for qPCR analysis of mitochondrial DNA using gene-specific primers; nuclear gene RPL13A was quantified from the respective 10ng from nuclear fraction for normalization. Primers are shown as Table S2.

### **Electron microscopic studies**

For electron microscopic studies in mice, sixteen (n = 4 mice per group) mice were deeply anesthetized with chloral hydrate (35 mg per 100 g), and perfused transcardially with 4% (wt/vol) PFA with 2.5% (vol/vol) glutaraldehyde and 15% (vol/vol) picric acid in 0.1 M phosphate buffer (PB, pH 7.3). Brains were left in this fixative solution for 2 h at 4 °C, solution was replaced with 2% PFA and left overnight at 4 °C. Brains were rinsed with PBS, and cut into coronal serial sections (40 µm thick) with a vibratome (VT1000S, Leica Biosystems). Vibratome brain sections were rinsed with 0.1 M PB (pH 7.3), incubated with 1% (wt/vol) sodium borohydride in PB for 30 min to inactivate free aldehyde groups, rinsed in PB, and then post-fixed with 1.5% glutaraldehyde for 10 min on the shaker at room temperature. Next, after rinsed in PB, sections were fixed with 0.5% (vol/vol) osmium tetroxide for 25 min, and contrasted in 1% (wt/vol) uranyl acetate for 30 min. Sections were dehydrated through a series of graded ethanol (30%, 50%, 70%, 90%, 100%, 100%, and 100%) for 10 min each and with propylene oxide for 10 min to remove the residual ethanol, and flat embedded in Durcupan ACM epoxy resin (14040; Electron Microscopy Sciences). Sections were polymerized in the plastic sandwich units in a 60°C Blue M oven for 48 hr. Sections of 65 nm were cut with an ultramicrotome UC7 (Leica Microsystems), and collected on formvar-coated grids and counterstained with uranyl acetate and lead staining. Serial ultrathin sections of the cerebellum from 16 mice were screened under a Tecnai G2 12 transmission electron microscope (TEM; Thermo Fisher Scientific) equipped with a digital OneView camera (Gatan).

## **Statistical analysis**

The sample size (n) for each experimental group is described in each figure legend. Either Statview 5.0 or GraphPad Prism software was used for statistical analyses. Quantitative data displayed as histograms are expressed as means  $\pm$  standard error of the mean or means  $\pm$  standard deviation (represented as error bars). Results from each group were averaged and used to calculate descriptive statistics. Student's t test was used for comparisons between two groups. Statistical significance was set at a P value of \*p < 0.05, \*\*p < 0.01 and \*\*\*p < 0.001.

## Supplementary figures and tables

**Fig. S1** Senescence phenotypes in ATM deficient cells.

**Fig. S2** Mitochondrial dysfunction in ATM deficient cells.

**Fig. S3** NR downregulates SASP through PINK1 mediated mitophagy.

**Fig. S4** NR improves mitochondrial function and DNA repair in neural cells.

**Fig. S5** NR normalizes gene expression in *Atm*<sup>-/-</sup> mice.

**Fig. S6** NR downregulates senescence and SASP in *Atm*<sup>-/-</sup> mice.

**Fig. S7** NR improves mitochondrial functions in *Atm*<sup>-/-</sup> mice.

**Fig. S8** NR enhances motor functions in *Atm*<sup>-/-</sup> mice.

**Table S1** Genes with the largest enrichment score in M. musculus.

**Table S2** List of primers used in M. musculus and human cells.

## Supplemental Figures

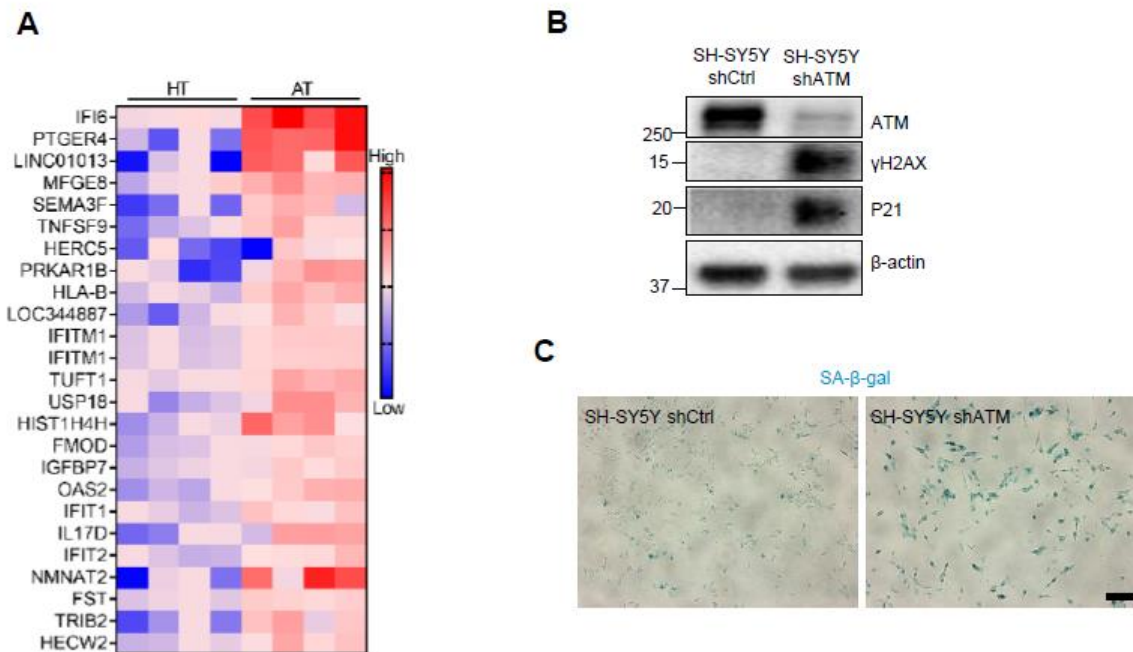

**Fig. S1** Senescence phenotypes in ATM deficient cells. (A) Fold-change of top 25 upregulated genes in AT1-4 compare to HT1-4 cells. (B) Immunoblotting analysis of the levels of ATM,  $p$ - $\gamma$ H2AX, and P21 protein expression in SH-SY5Y shCtrl and shATM cells. (C) Representative images of SA- $\beta$ -gal staining of SH-SY5Y shCtrl and shATM cells. Scale bar, 100 $\mu$ m.

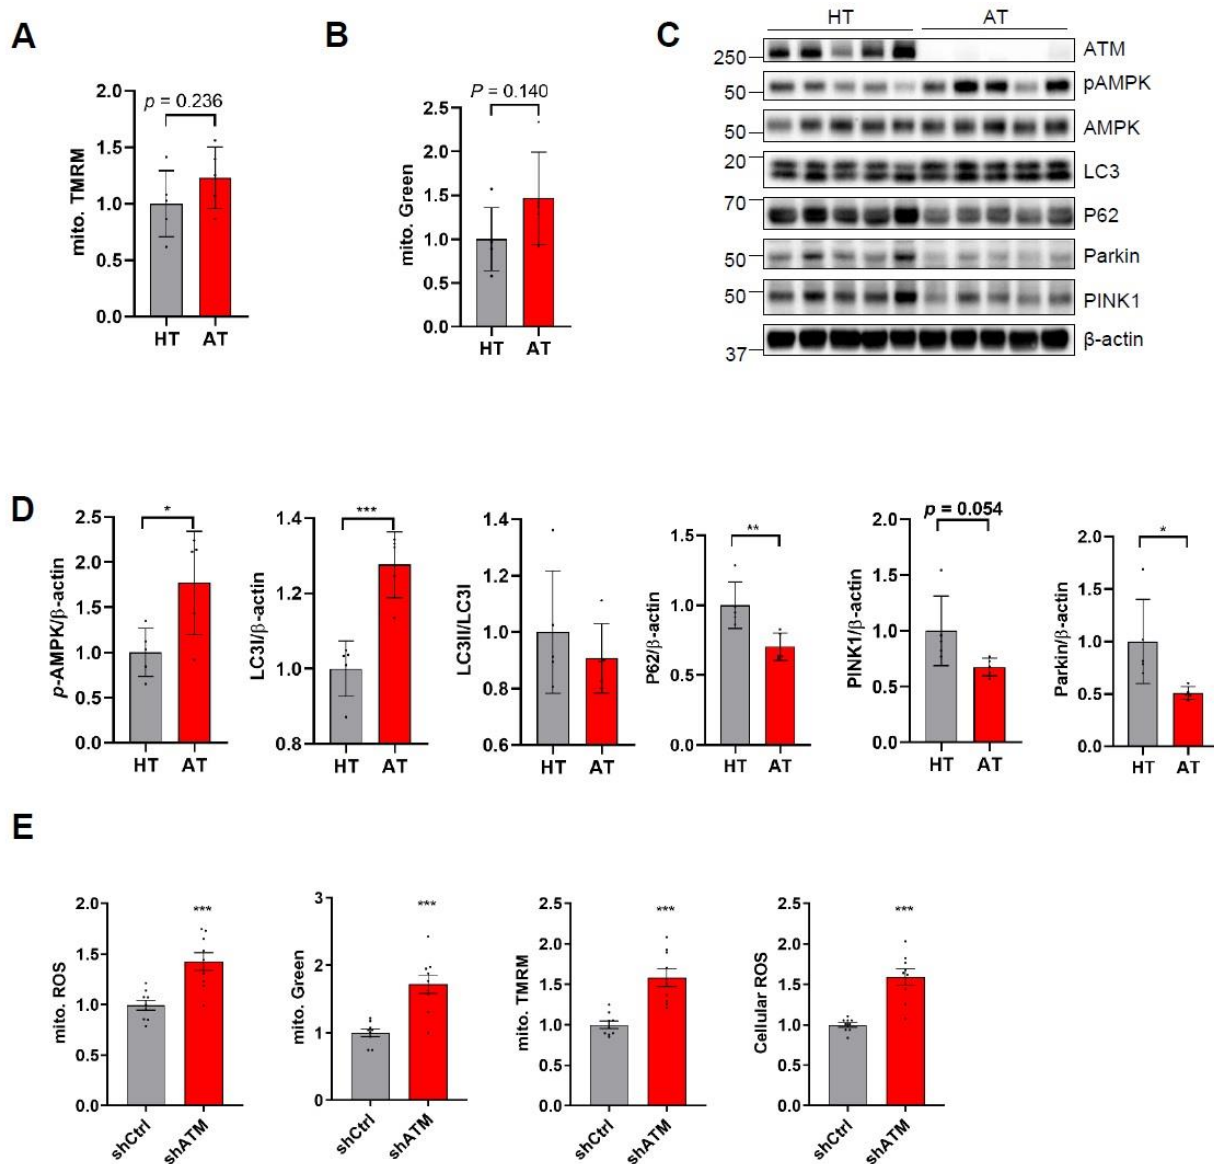

**Fig. S2** Mitochondrial dysfunction in ATM deficient cells. (A-B) Mitochondrial membrane potential (mito. TMRM, A) and mitochondrial content (mito. Green, B) were measured by flow cytometry in HT and AT cells.  $n = 3$  cell cultures each group. (C-D) Immunoblotting analysis of the levels of mitophagy markers, including ATM, p-AMPK, LC3, P62, Parkin and PINK1 protein expression in HT and AT cells (C). Quantification of protein expression levels in Fig. S2C (D). (E) Mitochondrial ROS, mitochondrial content, mitochondrial membrane potential, and cellular ROS were measured by flow cytometry in SH-SY5Y shCtrl and shATM cells.  $n = 8-9$  cell cultures in each group. Data are shown as mean  $\pm$  SD. \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$  by two-tailed Student's  $t$  test.

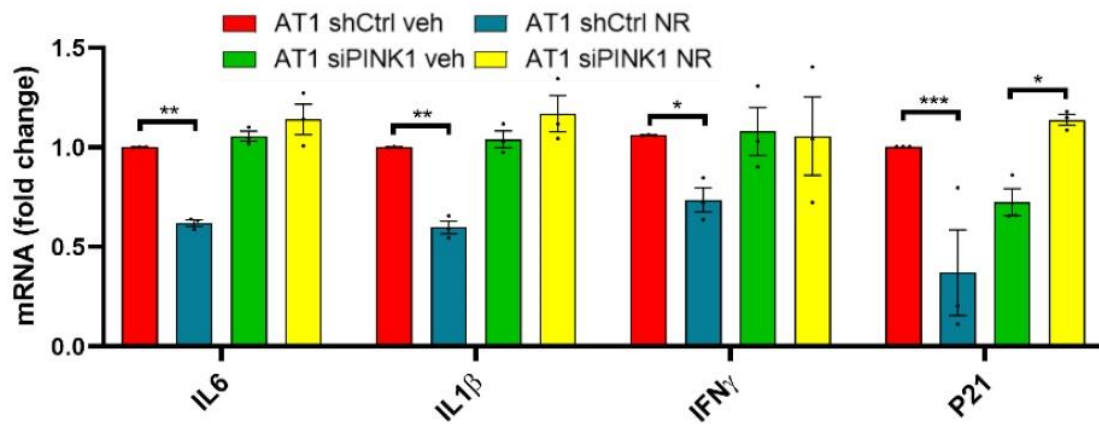

**Fig. S3** NR downregulates SASP through PINK1 mediated mitophagy. qPCR analysis of the levels of IL6, IL1 $\beta$ , IFN $\gamma$  and P21 gene expression in AT1 cells with siCtrl, siPINK1 or NR treatment. n = 3 cultures per group. Data are shown as mean  $\pm$  SEM. \*p < 0.05; \*\*p < 0.01; \*\*\*p < 0.001 by one-way ANOVA.

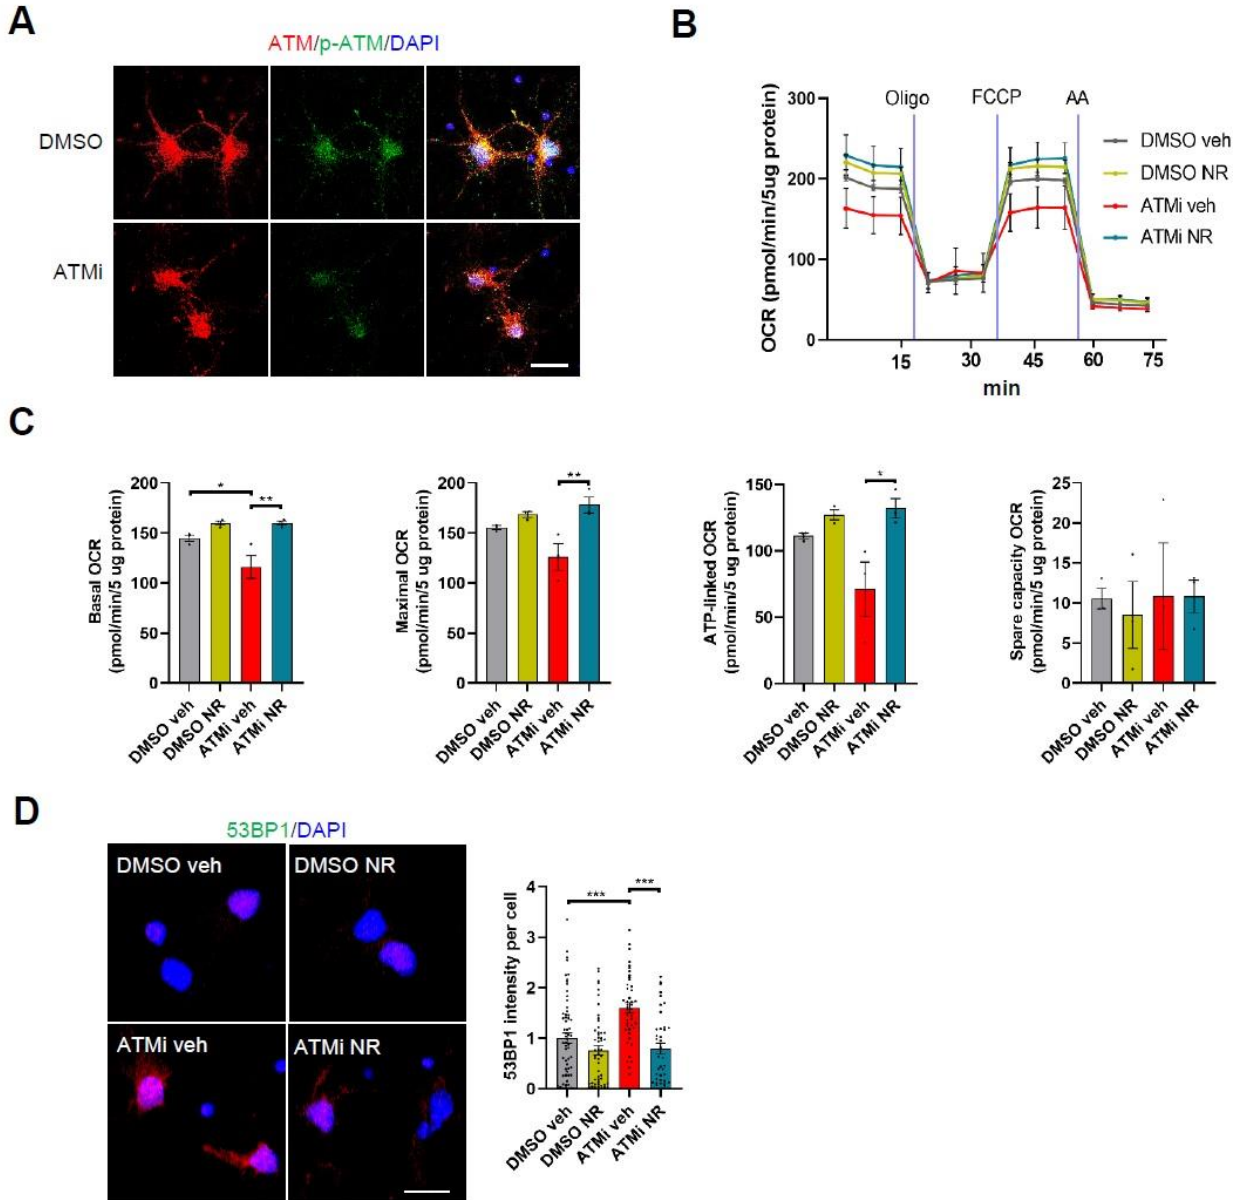

**Fig. S4** NR improves mitochondrial function and DNA repair in neural cells. (A) Representative images show the inhibition of ATM kinase activity by ATMi (KU-60019) in primary rat neurons. ATM kinase activity was measured by the phosphorylation ATM (*p*-ATM, green) and ATM protein (red). (B) OCR trace in DMSO or ATMi treated neurons. (C) Quantification of basal, maximal, ATP-linked and spare capacity OCR.  $n = 3$  per group. Data are normalized to protein levels. (D) The representative images of DNA double-strand break marker 53BP1 (left) and quantification of density of 53BP1 (right) in primary rat neurons. Scar bar, 20  $\mu\text{m}$ ; 47 – 54 neurons were analyzed for each group. Data are shown as mean  $\pm$  SEM. \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$  by one-way ANOVA.

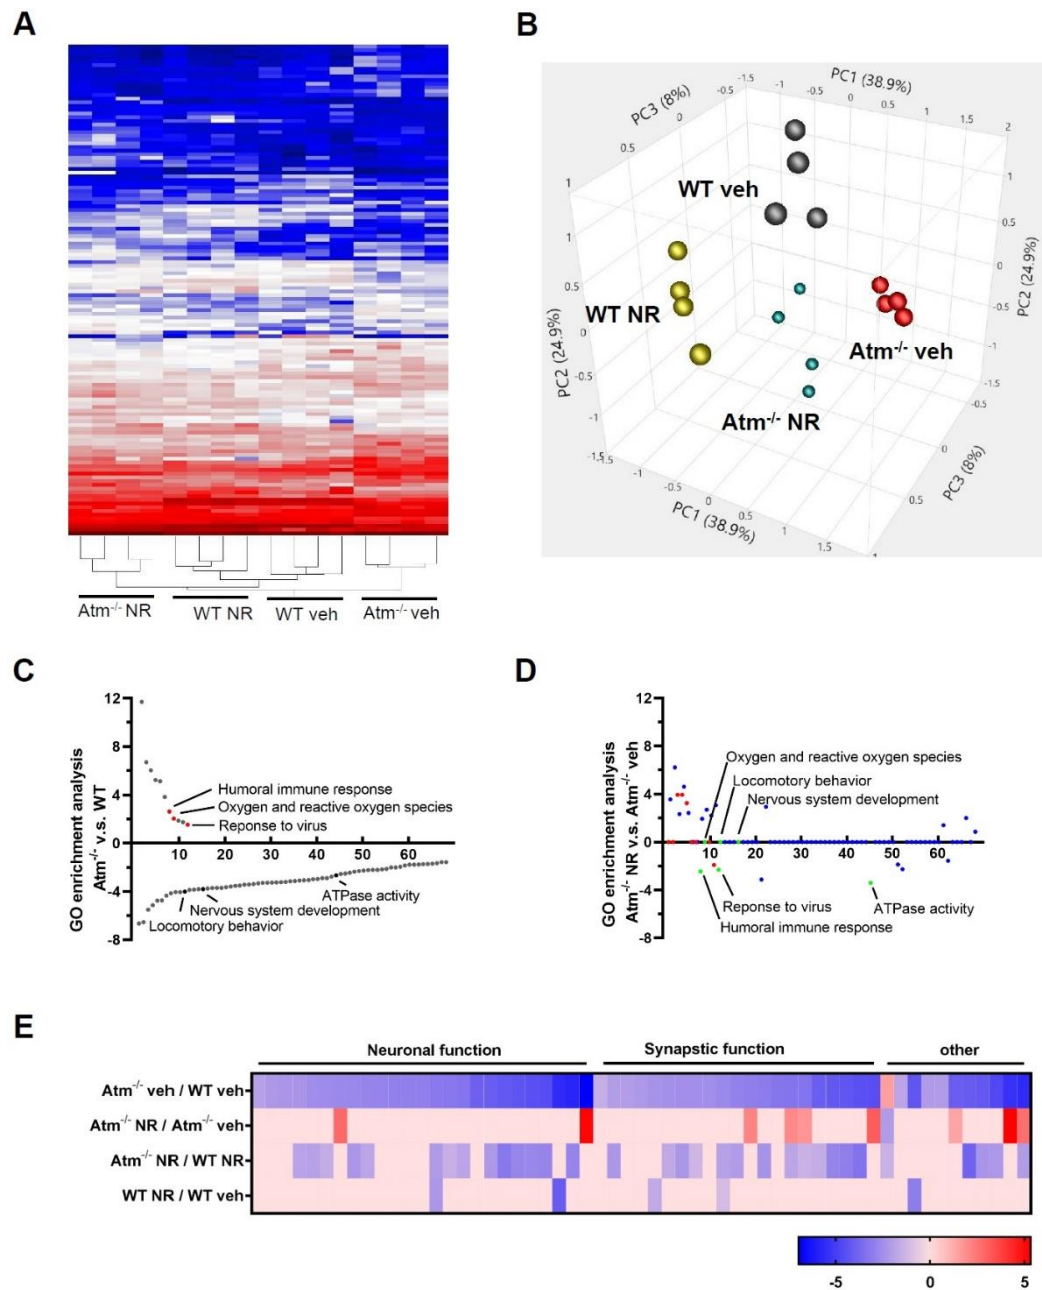

**Fig. S5** NR normalizes phenotypes of gene expression in *Atm*<sup>-/-</sup> mice. (A) Heatmap of differentially expressed genes as determined by microarray of cerebellar tissue. (B) Principle component analysis (PCA) revealed separation between WT veh and *Atm*<sup>-/-</sup> veh, while NR treatment lead to a normalization of the *Atm*<sup>-/-</sup> transcriptomic profile closer to the WT veh. (C-D) Go term analysis demonstrates up- and downregulated signaling pathways in *Atm*<sup>-/-</sup> mice, compared to WT mice. Specific pathways are highlighted, upregulated pathways in red, downregulated pathways in dark (C). Go term analysis shows effect of NR on changed pathways. Specific pathways are highlighted as green, upregulated pathways in Fig. S5C are shown in red, downregulated pathways in Fig. S5C are shown in blue (D). X- axis is pathway number. (E) Neuronal GO term analysis. n = 4 per group.

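On the arrays, 2233 probes passed the rule for significant genes in at least 1 of the comparisons *Atm-/-* veh against WT veh, *Atm-/-* NR against *Atm-/-* veh, WT NR against WT veh and *Atm-/-* NR against WT NR. The rule was used without its condition on average signal intensity. The 2233 probes were selected on the same 16 arrays whose groups they are then used to display.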

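Over the 2233 selected probes, the first principal component held 35.5% of the variance, the second 23.8% and the third 7.39%. On the first component *Atm-/-* veh lay at -19.9 ± 5.23, WT veh at -7.85 ± 3.64, WT NR at 10.4 ± 5.28 and *Atm-/-* NR at 17.3 ± 6.61 (SD, n = 4). On the second, WT veh lay at 15.4 ± 4.72, WT NR at 7.21 ± 5.48, *Atm-/-* veh at -10.3 ± 4.41 and *Atm-/-* NR at -12.3 ± 6.69 (SD, n = 4). All 16 arrays lay nearest to the mean of their own group.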

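Between *Atm-/-* NR and WT NR, camera called 5 of the 8 gene lists, all downward. Neuronal function had a median log2 change of -0.093 (10 higher and 44 lower, camera adjusted p = 1.1e-06), ATPase activity -0.056 (21 higher and 59 lower, adjusted p = 3.1e-05), nervous system development -0.094 (21 higher and 52 lower, adjusted p = 4.6e-04), synaptic function -0.041 (31 higher and 54 lower, adjusted p = 0.0371) and response to virus -0.058 (18 higher and 39 lower, adjusted p = 0.0426). ATPase activity and neuronal function held under fry (adjusted p = 0.0184 for both), and with a correlation estimated from the data these (adjusted p = 0.0139 for both) and nervous system development (adjusted p = 0.0202) held. Without *Atm-/-* NR 2, camera called 3 lists. Of the single probes, limma called 20, 4 higher and 16 lower in *Atm-/-* NR, with 1941 at an unadjusted p under 0.05, and there were 13 without WT NR 1 and 12 without WT NR 3. The groups did not overlap for 1491 probes (4.00%). Around *Atm*, 11 of the 369 genes were called, *Atm* itself among them, and elsewhere 0 of 16368 (Fisher's exact test across genes, two-sided, p = 5.2e-19). Camera called 9 Reactome sets, among them Mitochondrial translation (87 genes, median 0.052, adjusted p = 0.0126) upward and Axon guidance (267 genes, median -0.043, adjusted p = 0.0374) downward, and 0 of the 9 held under fry.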

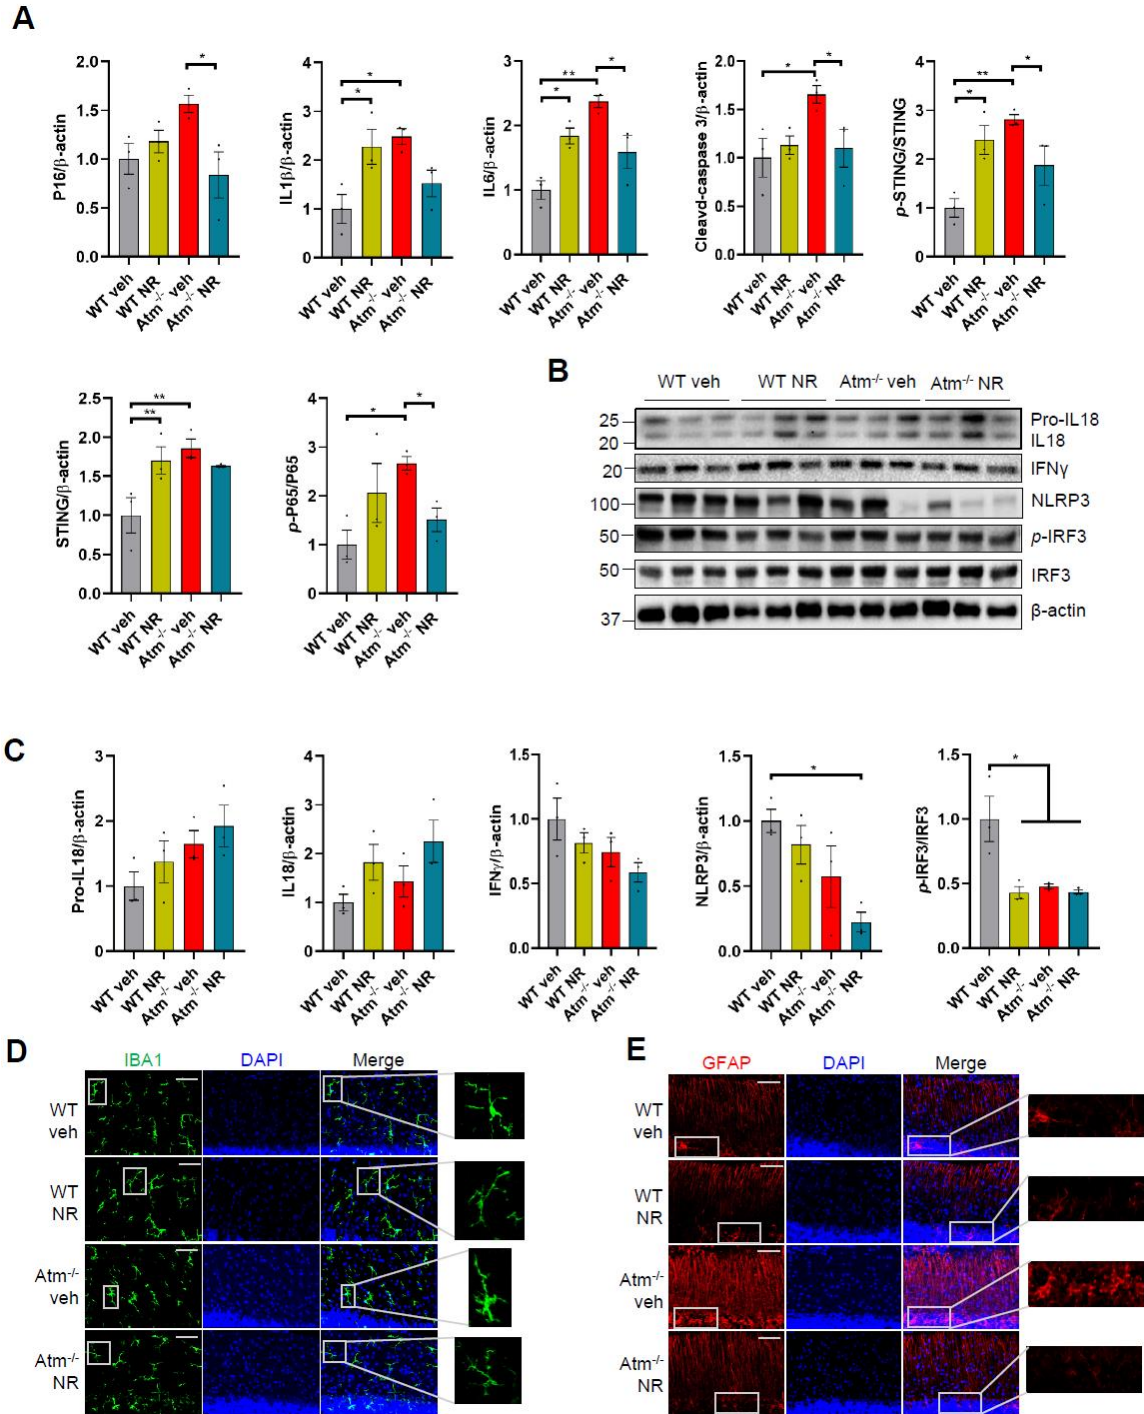

**Fig. S6** NR downregulates senescence and SASP in *Atm*<sup>-/-</sup> mice. (A) Quantification of ATM, P16 (WT veh v.s. *Atm*<sup>-/-</sup> veh,  $p = 0.058$ ), IL1 $\beta$  (*Atm*<sup>-/-</sup> veh v.s. *Atm*<sup>-/-</sup> NR,  $p = 0.071$ ), IL6, Cleaved-caspase3 (Cl-caspase3),  $p$ -STING/STING, STING, and  $p$ -P65/P65 protein levels in Fig. 5F.  $n = 3$  mice per group. (B) Pro-IL18, IL18, IFN $\gamma$ , NLRP3, and  $p$ -IRF3/IRF3 were analyzed by immunoblotting in cerebellar tissue. (C) Quantification of protein levels are shown in Fig. S6B. (D) Immunofluorescence with microglia marker

anti-Iba1 (green) antibody in cerebellum. Scale bar, 50  $\mu$ m. (E) Immunofluorescence with activated astrocytes marker anti-GFAP (red) antibody in cerebellum. Scale bar, 50  $\mu$ m. Data are shown as mean  $\pm$  SEM. \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$  by Two-way ANOVA.

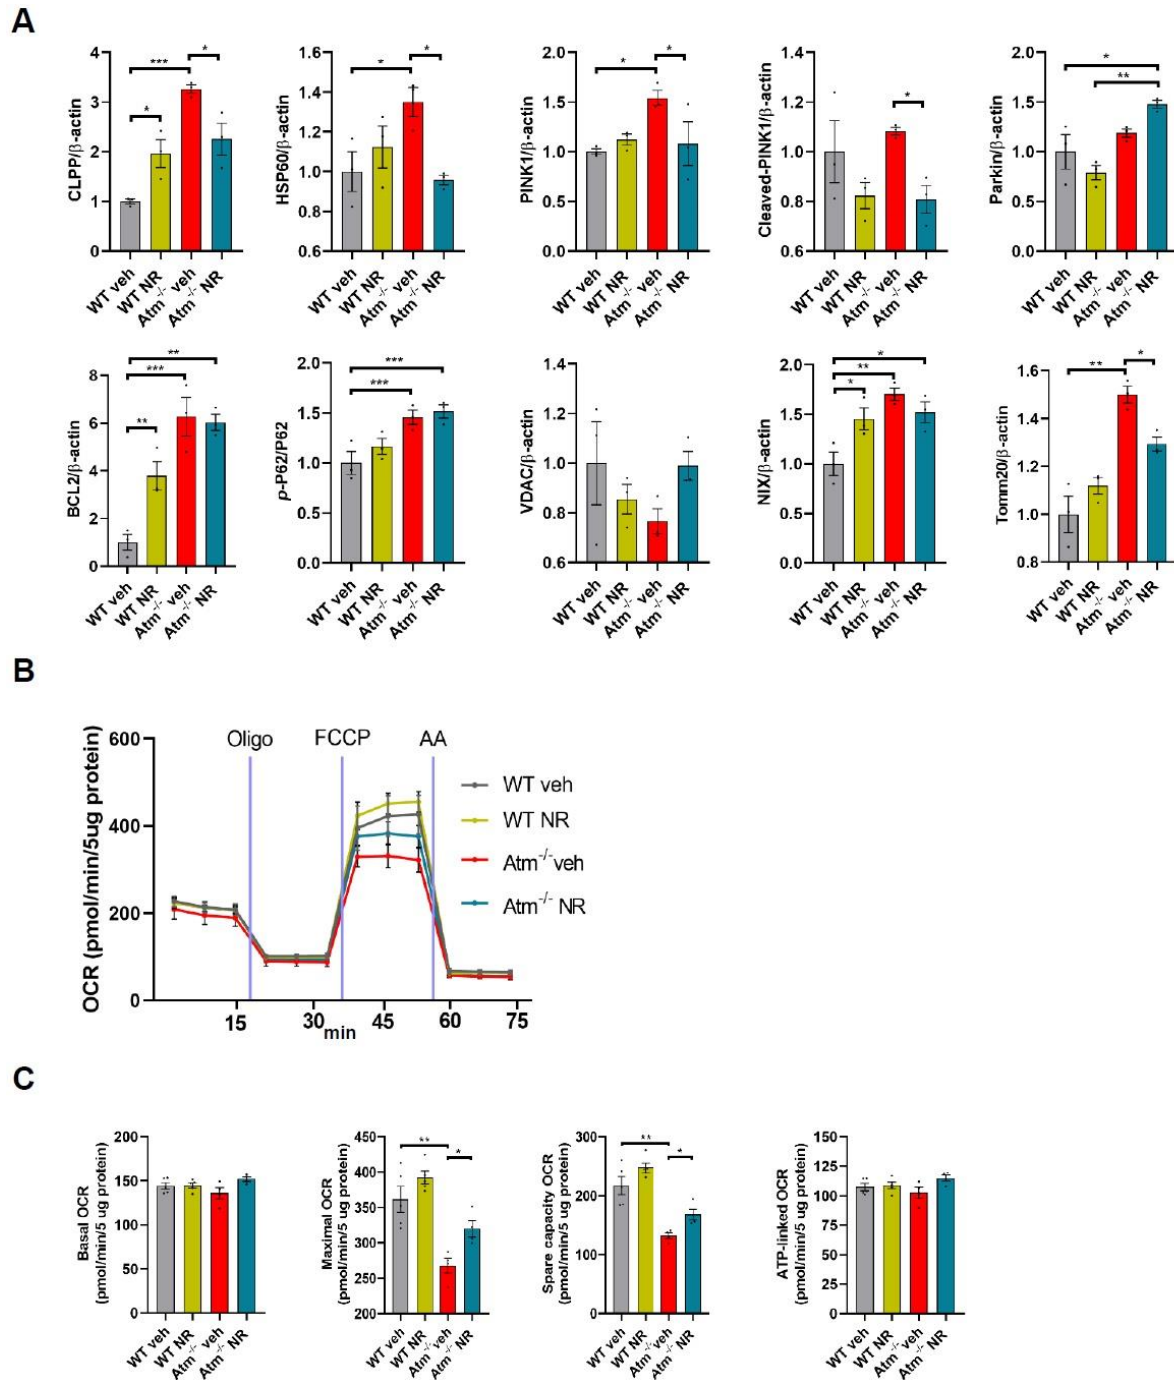

**Fig. S7** NR improves mitochondrial functions in *Atm*<sup>-/-</sup> mice. (A) Quantification of CLPP, HSP60, PINK1, Cleaved-PINK1, Parkin, BCL2, *p*-P62/P62, VDAC, NIX, and Tom20 protein levels in Fig. 7F. *n* = 3 mice per group. (B) OCR trace in mouse embryo fibroblasts (MEFs) from WT and *Atm*<sup>-/-</sup> mice. (C) Quantification of basal, maximal, spare respiratory capacity and ATP-linked OCR. Data are normalized to protein levels. *N* = 4-5 per group. Data are shown as mean ± SEM. \**p* < 0.05; \*\**p* < 0.01; \*\*\**p* < 0.001 by two-way ANOVA.

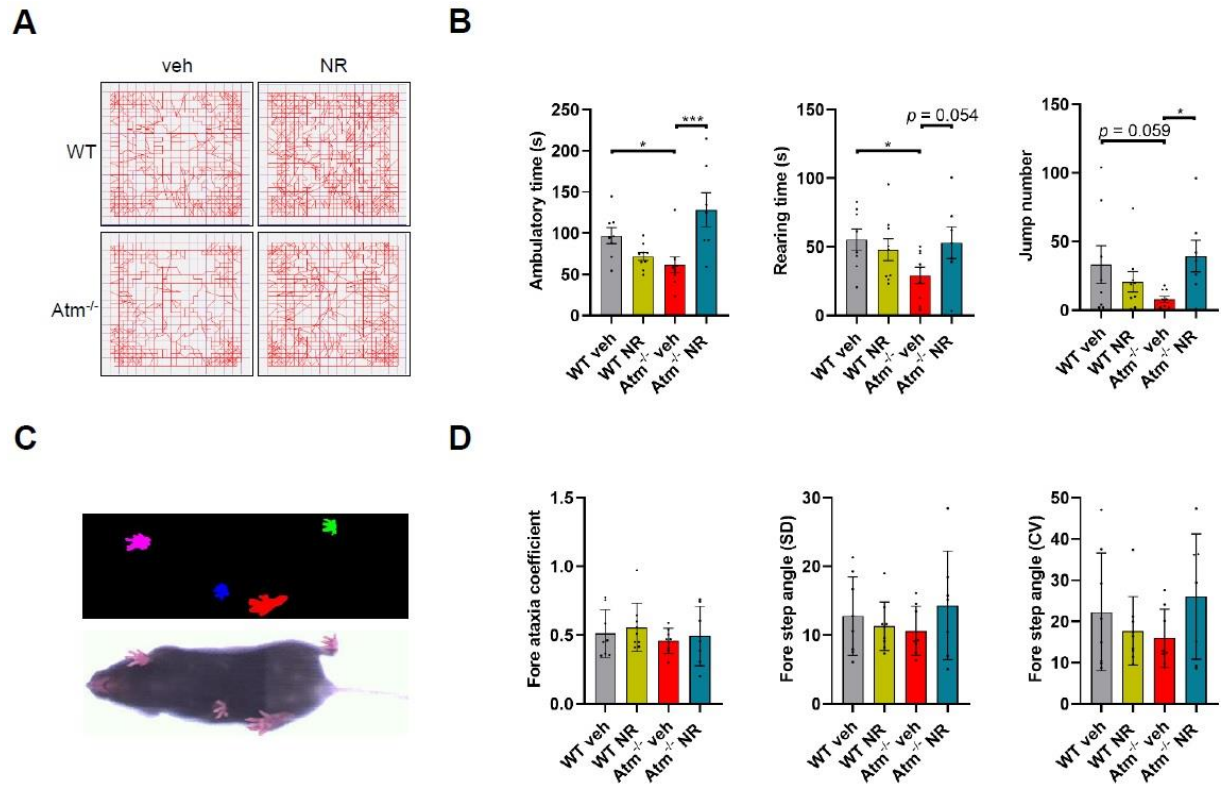

**Fig. S8** NR enhances motor functions in *Atm*<sup>-/-</sup> mice. (A) Representative images of the open-field test in vehicle- or NR-treated mice. (B) Ambulatory time, rearing time, and jump number in the open-field test. (C) Representative images of the Digi-gait test in vehicle- or NR- treated mice. (D) Fore step parameters in the Digi-gait test. WT veh, n = 9; WT NR, n = 10; *Atm*<sup>-/-</sup> veh, n = 6; *Atm*<sup>-/-</sup> NR, n = 7. Data are shown as mean  $\pm$  SEM. \*p < 0.05; \*\*p < 0.01; \*\*\*p < 0.001 two-way ANOVA.

## Supplemental Tables

**Table S1** Genes with the largest enrichment score in *M. musculus*.

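Table S1 has 133 rows for 132 genes, each with a z-ratio and a p for 4 comparisons, and 118 of them were matched by name to a kept probe. The z-ratios recomputed from the scanner intensities had a correlation across these probes with the paper's of 0.944 for *Atm-/-* veh against WT veh, 0.889 for *Atm-/-* NR against *Atm-/-* veh, 0.912 for WT NR against WT veh and 0.960 for *Atm-/-* NR against WT NR. The genes were selected on these arrays and are not independent replicates, so no p is given. The sign was that of the paper's z-ratio for 107, 109, 104 and 113 of the 118 in the same order. The median ratio of the size of the paper's z-ratio to that of the recomputed one was 0.843, 0.713, 0.623 and 0.564. The paper's values meet the limits on z-ratio and p for 59, 36, 20 and 23 of them, and the recomputed values meet the same limits for 55, 49, 26 and 33 and the whole rule for 53, 48, 25 and 28. Limma called 5, 39, 0 and 4 of them. Of the 118, 15 lie within 20 Mb of *Atm*, and the paper's values meet those limits for 14 of these between *Atm-/-* veh and WT veh, 10 between *Atm-/-* NR and WT NR, and 0 in each NR comparison.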

| Genes         | Atm <sup>-/-</sup> NR / Atm <sup>-/-</sup> veh |         | Atm <sup>-/-</sup> NR / WT NR |         | Atm <sup>-/-</sup> veh / WT veh |         | WT NR / WT veh |         |
|---------------|------------------------------------------------|---------|-------------------------------|---------|---------------------------------|---------|----------------|---------|
|               | z ratio                                        | p value | z ratio                       | p value | z ratio                         | p value | z ratio        | p value |
| Cpxm2         | 3.56                                           | 0.0026  | 3.22                          | 0.0226  | -1.08                           | 0.1013  | 0.19           | 0.7124  |
| Igsf1         | 2.63                                           | 0.0003  | -0.3                          | 0.8094  | -2.73                           | 0.0007  | 1.2            | 0.3057  |
| Klhl1         | 2.25                                           | 0.0015  | -0.5                          | 0.6672  | -0.78                           | 0.0782  | 2.67           | 0.0026  |
| Fam216b       | 2.18                                           | 0       | 1.72                          | 0.0199  | -0.16                           | 0.8472  | 0.82           | 0.3581  |
| Chrb4         | 2.13                                           | 0.0021  | 0.45                          | 0.5316  | -0.12                           | 0.8578  | 2.1            | 0       |
| Tmem194       | 2.09                                           | 0.0062  | 2.03                          | 0.0199  | -0.62                           | 0.316   | -0.03          | 0.9505  |
| Car8          | 2.02                                           | 0       | 0.25                          | 0.0353  | 0.93                            | 0.2776  | 3.11           | 0       |
| Nlrp2         | 1.9                                            | 0.0015  | 1.15                          | 0.011   | 0.31                            | 0.7899  | 1.48           | 0.0782  |
| Car8          | 1.86                                           | 0       | 0.29                          | 0.105   | 1.11                            | 0.3117  | 3.03           | 0.0008  |
| A230001M10Rik | 1.76                                           | 0       | 0.21                          | 0.821   | -1.49                           | 0       | 0.67           | 0.5042  |
| 4930412C18Rik | 1.76                                           | 0       | 0.35                          | 0.1469  | 1.14                            | 0.2514  | 2.88           | 0.0014  |
| Atp6v1g3      | 1.58                                           | 0.0001  | 0.49                          | 0.2832  | 0.1                             | 0.8709  | 1.58           | 0.0021  |
| Adcy10        | 1.58                                           | 0.0009  | 1.03                          | 0.0314  | -0.13                           | 0.8722  | 0.82           | 0.1881  |
| 4933409K07Rik | 1.57                                           | 0.0006  | 0.06                          | 0.85    | -0.91                           | 0.3305  | 1.11           | 0.1003  |
| Gpr17         | 1.56                                           | 0       | -0.72                         | 0.0136  | -2.38                           | 0.0124  | 0.59           | 0.4854  |
| E130202H07Rik | 1.56                                           | 0       | 0.19                          | 0.6322  | 0.77                            | 0.3627  | 2.46           | 0.0007  |
| Sall1         | 1.54                                           | 0.0017  | -0.12                         | 0.8518  | -1.63                           | 0.0058  | 0.62           | 0.3084  |
| 1700011M02Rik | 1.53                                           | 0       | 0.6                           | 0.1444  | -0.28                           | 0.72    | 1.05           | 0.1242  |
| Itga9         | 1.53                                           | 0.0132  | -0.07                         | 0.8782  | -0.97                           | 0.2292  | 1.14           | 0.0031  |
| Fign          | 1.51                                           | 0       | -0.37                         | 0.446   | -1.56                           | 0       | 0.9            | 0.0744  |
| Cfap69        | 1.47                                           | 0       | 0.23                          | 0.381   | -1.62                           | 0.0306  | 0.18           | 0.7684  |
| Fam170b       | 1.46                                           | 0.0064  | 0.87                          | 0.0182  | 0.49                            | 0.6425  | 1.37           | 0.069   |
| Cdkl2         | 1.37                                           | 0.0001  | -0.03                         | 0.9434  | -1.59                           | 0.0016  | 0.36           | 0.4883  |
| Rnf138rt1     | 1.37                                           | 0.0011  | 0.11                          | 0.8666  | -1.79                           | 0.0001  | 0.02           | 0.9734  |
| 8030453O22Rik | 1.36                                           | 0.0154  | 0.32                          | 0.6089  | 0.11                            | 0.8761  | 1.48           | 0.0069  |
| Col1a1        | 1.34                                           | 0.0159  | 1.54                          | 0.0317  | -1.04                           | 0.0008  | -0.83          | 0.0242  |
| Defb45        | 1.33                                           | 0.0018  | 1.49                          | 0.037   | 1.45                            | 0.0516  | 1.41           | 0.0915  |
| Ccdc173       | 1.33                                           | 0       | 0.05                          | 0.792   | -1.52                           | 0.0005  | 0.28           | 0.2527  |
| Hhip          | 1.33                                           | 0       | -0.39                         | 0.1584  | -1.59                           | 0       | 0.67           | 0.0058  |
| Rbms3         | 1.32                                           | 0       | -0.34                         | 0.4412  | -1.52                           | 0       | 0.66           | 0.1142  |
| Fscn3         | 1.31                                           | 0.0035  | 1.43                          | 0.0136  | 0.87                            | 0.1423  | 0.94           | 0.1002  |
| Adgrg3        | 1.29                                           | 0.0011  | 0.4                           | 0.2322  | 0.77                            | 0.4512  | 1.9            | 0.0231  |
| Pgc           | 1.27                                           | 0.0001  | 0.48                          | 0.1252  | 0.22                            | 0.7824  | 1.29           | 0.0504  |
| Dzip1         | 1.22                                           | 0.0111  | 1.72                          | 0.0004  | 1.74                            | 0.039   | 1.29           | 0.0539  |
| Tnni3         | 1.21                                           | 0.0636  | 3                             | 0       | 1.46                            | 0.1626  | -0.3           | 0.6879  |
| 4921531P14Rik | 1.21                                           | 0.0963  | 1.47                          | 0.0764  | 1.42                            | 0.0659  | 1.27           | 0.0357  |
| Wdr17         | 1.14                                           | 0       | -0.13                         | 0.7487  | -1.79                           | 0       | -0.02          | 0.965   |

|               |       |        |       |        |       |        |       |        |
|---------------|-------|--------|-------|--------|-------|--------|-------|--------|
| Auh           | 1.13  | 0.0002 | 0.43  | 0.2263 | 0.72  | 0.2927 | 1.61  | 0.0069 |
| Cenpk         | 1.12  | 0.0189 | 1.53  | 0.0085 | -0.7  | 0.0028 | -0.8  | 0.0002 |
| Lum           | 1.11  | 0.0013 | 0.42  | 0.3819 | -1.65 | 0.0024 | -0.49 | 0.359  |
| Speer4c       | 1.11  | 0.0581 | 1.56  | 0.0299 | 1.43  | 0.0929 | 1.05  | 0.1696 |
| 2310030G06Rik | 1.1   | 0.0004 | -1.79 | 0      | -3.08 | 0      | 0.5   | 0.3831 |
| Pcdh17        | 1.07  | 0      | -0.55 | 0.2023 | -1.73 | 0.0331 | 0.38  | 0.6385 |
| LOC102632383  | 1.01  | 0.0203 | 1.21  | 0.0098 | 1.01  | 0.0791 | 0.92  | 0.0373 |
| Syt6          | 1.01  | 0.0022 | -0.24 | 0.6477 | 0.72  | 0.4759 | 2.16  | 0.0258 |
| Slc7a3        | 0.99  | 0.1436 | -1.7  | 0.3547 | -6.61 | 0.0004 | -2.86 | 0.2286 |
| 9330179D12Rik | 0.98  | 0.0293 | -0.57 | 0.6237 | -3.87 | 0      | -1.61 | 0.1955 |
| 4932412D23Rik | 0.97  | 0.0853 | 1.36  | 0.0197 | 1.6   | 0.0278 | 1.23  | 0.0183 |
| Tpsb2         | 0.97  | 0.1505 | 1.47  | 0.0262 | 1.61  | 0.1061 | 1.13  | 0.1181 |
| Casp14        | 0.95  | 0.0267 | 1.53  | 0.0023 | 0.68  | 0.3064 | 0.22  | 0.6967 |
| St8sia4       | 0.94  | 0.0001 | -0.52 | 0.1792 | -1.52 | 0      | 0.37  | 0.376  |
| Slc44a5       | 0.89  | 0.0024 | 0.15  | 0.6778 | -2.32 | 0      | -1.09 | 0.0141 |
| Pts           | 0.89  | 0.0002 | -2.21 | 0      | -3.23 | 0      | 0.55  | 0.1476 |
| 4930512M02Rik | 0.87  | 0.0156 | 1.35  | 0.0096 | 1.5   | 0.0114 | 1.02  | 0.0885 |
| Gprc5b        | 0.81  | 0.0184 | -0.4  | 0.3783 | -1.63 | 0.0069 | -0.02 | 0.975  |
| Tnnc2         | 0.8   | 0.0232 | 1.9   | 0      | 1.08  | 0.2275 | 0     | 0.9995 |
| LOC105243194  | 0.8   | 0.0771 | 1.2   | 0.0182 | 1.24  | 0.0663 | 0.87  | 0.1138 |
| Bend4         | 0.75  | 0.0077 | -0.19 | 0.5232 | -1.72 | 0      | -0.39 | 0.1411 |
| Gm4470        | 0.74  | 0.23   | 1.25  | 0.035  | 1.78  | 0.0571 | 1.22  | 0.0753 |
| Adam32        | 0.74  | 0.0005 | -0.22 | 0.6479 | 0.4   | 0.3333 | 1.53  | 0.0072 |
| Dnaja4        | 0.73  | 0      | -0.88 | 0      | -1.84 | 0      | 0.2   | 0.2707 |
| E2f1          | 0.7   | 0.0417 | -0.37 | 0.2939 | -1.59 | 0.0133 | -0.15 | 0.7798 |
| Slc5a11       | 0.67  | 0.0044 | -0.36 | 0.3451 | 0.44  | 0.4824 | 1.61  | 0.0086 |
| Slc34a3       | 0.67  | 0.0239 | -1.73 | 0.0067 | -1.43 | 0.0825 | 1.37  | 0.1326 |
| Mex3a         | 0.65  | 0.0241 | -0.31 | 0.109  | -1.52 | 0.007  | -0.21 | 0.6044 |
| Olf1402       | 0.64  | 0.1896 | 1.06  | 0.03   | 1.1   | 0.0719 | 0.69  | 0.0986 |
| LOC102637947  | 0.62  | 0      | 1.51  | 0      | 0.69  | 0.0537 | -0.16 | 0.6979 |
| Gm32819       | 0.6   | 0.5081 | 4.14  | 0      | 3.02  | 0.0268 | -0.85 | 0.2379 |
| Oaf           | 0.58  | 0.0063 | -0.38 | 0.2883 | -1.81 | 0.0011 | -0.48 | 0.3921 |
| Mast4         | 0.25  | 0.668  | -2.24 | 0.0014 | 0.18  | 0.787  | 2.8   | 0      |
| Pstpip2       | 0.2   | 0.461  | -1.57 | 0.0288 | -0.04 | 0.9241 | 1.84  | 0.0172 |
| Fxyd6         | 0.11  | 0.7871 | -2.48 | 0      | -3.57 | 0      | -0.47 | 0.2035 |
| Rpp25         | 0.08  | 0.8789 | -2.49 | 0.0051 | -2.13 | 0.0009 | 0.8   | 0.3352 |
| Cryab         | 0.05  | 0.8527 | -2.41 | 0      | -2.4  | 0      | 0.44  | 0.3555 |
| Gm5617        | -0.17 | 0.0505 | 1.42  | 0      | 1.71  | 0.0001 | -0.17 | 0.6775 |
| St14          | -0.26 | 0.1536 | 0.53  | 0.2749 | 1.63  | 0      | 0.57  | 0.2938 |
| Tmem25        | -0.28 | 0.2776 | -4.61 | 0      | -4.38 | 0      | 0.54  | 0.1961 |
| D830030K20Rik | -0.32 | 0.0881 | 0.98  | 0.011  | 1.53  | 0      | -0.05 | 0.8814 |
| Spaca6        | -0.34 | 0.5268 | 1.01  | 0.0557 | 1.64  | 0.0032 | -0.02 | 0.9419 |
| Mpzl2         | -0.44 | 0.59   | -2.25 | 0.0042 | -2.46 | 0.007  | -0.41 | 0.4031 |

|               |       |        |       |        |       |        |       |        |
|---------------|-------|--------|-------|--------|-------|--------|-------|--------|
| 1700017B05Rik | -0.44 | 0.0001 | 1.46  | 0      | 1.88  | 0.0011 | -0.4  | 0.4303 |
| Neurod6       | -0.49 | 0.0628 | 0.04  | 0.7381 | -1.23 | 0.0021 | -1.76 | 0      |
| Lrrc49        | -0.54 | 0.071  | 2.02  | 0      | 2.5   | 0.0002 | -0.55 | 0.2828 |
| 6330416G13Rik | -0.65 | 0.1233 | 0.57  | 0.4212 | 2.03  | 0      | 0.39  | 0.5258 |
| Mapk13        | -0.68 | 0.067  | 1.46  | 0.0004 | 2.21  | 0.045  | -0.42 | 0.6609 |
| Nxpe4         | -0.71 | 0.0005 | -2.81 | 0      | -2.57 | 0      | -0.26 | 0.588  |
| Ppp1cc        | -0.71 | 0      | 0.32  | 0.3188 | 1.6   | 0      | 0.19  | 0.6258 |
| Prkcd         | -0.71 | 0.0003 | 0.26  | 0.5362 | 2.27  | 0      | 0.85  | 0.1048 |
| Slc12a7       | -0.73 | 0.1018 | -0.29 | 0.5172 | -1.12 | 0.0615 | -1.62 | 0.0001 |
| Nanog         | -0.74 | 0      | 0.29  | 0.4914 | 1.53  | 0      | 0.13  | 0.789  |
| Gm38485       | -0.75 | 0.0201 | 0.4   | 0.0716 | 1.53  | 0.0268 | 0.01  | 0.9892 |
| Frzb          | -0.8  | 0      | 0.05  | 0.8125 | -0.91 | 0.2213 | -1.88 | 0.0045 |
| Bmp6          | -0.87 | 0.0606 | 0.08  | 0.885  | -0.42 | 0.4382 | -1.54 | 0.0003 |
| Anpep         | -0.91 | 0.012  | -0.12 | 0.7676 | -0.61 | 0.1968 | -1.56 | 0.0001 |
| Trim3         | -0.91 | 0      | 0.04  | 0.8522 | 1.54  | 0.0038 | 0.17  | 0.7295 |
| R3hdm4        | -0.92 | 0      | 0.3   | 0.134  | 1.54  | 0.0041 | -0.1  | 0.8101 |
| Cntfr         | -0.92 | 0.0079 | -0.37 | 0.3913 | 1.6   | 0.0023 | 0.65  | 0.1733 |
| Hmmr          | -1.07 | 0.0847 | 0.5   | 0.4476 | 2.29  | 0.0028 | 0.17  | 0.7675 |
| Cd209d        | -1.07 | 0.0005 | 0     | 0.9943 | 1.62  | 0.0028 | 0.09  | 0.8857 |
| Col6a1        | -1.08 | 0.0094 | 0.1   | 0.8383 | -0.93 | 0.3778 | -2.29 | 0.0128 |
| Plagl1        | -1.12 | 0      | -0.65 | 0      | -0.6  | 0.2199 | -1.27 | 0.0042 |
| 6430411K18Rik | -1.14 | 0.0013 | -1.12 | 0.0703 | -0.68 | 0.08   | -0.88 | 0.1279 |
| Gnmt          | -1.14 | 0.0116 | 0.78  | 0.1378 | 1.57  | 0.0194 | -0.85 | 0.1388 |
| Sap25         | -1.22 | 0      | -0.47 | 0.1781 | -0.39 | 0.177  | -1.4  | 0      |
| Sp140         | -1.31 | 0      | -1.49 | 0      | -0.41 | 0.2083 | -0.47 | 0.0383 |
| Cyp2t4        | -1.32 | 0.0102 | 0.7   | 0.3743 | 2     | 0.0007 | -0.61 | 0.3908 |
| Cep164        | -1.32 | 0      | -1.44 | 0.0001 | -0.55 | 0.1059 | -0.66 | 0.0551 |
| Nr4a2         | -1.34 | 0      | -0.68 | 0.091  | -0.52 | 0.1746 | -1.45 | 0.0001 |
| Adamts18      | -1.43 | 0.0065 | -1.07 | 0.0148 | -0.32 | 0.6859 | -0.97 | 0.054  |
| Pign          | -1.5  | 0.0096 | -0.46 | 0.4196 | 2.11  | 0.0064 | 0.45  | 0.3945 |
| Pfn1          | -1.51 | 0      | -0.05 | 0.8672 | 1.33  | 0.0014 | -0.68 | 0.0883 |
| Chl1          | -1.52 | 0      | -0.14 | 0.8358 | 1.38  | 0      | -0.54 | 0.4151 |
| 5830472F04Rik | -1.54 | 0.0233 | 0.54  | 0.5267 | 2.58  | 0.0017 | -0.21 | 0.7799 |
| Zfp395        | -1.55 | 0      | -0.03 | 0.8971 | 1.13  | 0.0066 | -0.92 | 0.0198 |
| Atp11b        | -1.55 | 0      | -0.26 | 0.4733 | 0.79  | 0.0005 | -0.99 | 0      |
| Mybpc1        | -1.57 | 0.0005 | 0.34  | 0.6309 | 1.5   | 0.026  | -1.01 | 0.1838 |
| LOC102640292  | -1.59 | 0.0001 | -0.38 | 0.3341 | 1.31  | 0.0218 | -0.44 | 0.2576 |
| Tfpi          | -1.6  | 0.0186 | 0.21  | 0.5164 | 1.96  | 0.0477 | -0.49 | 0.1995 |
| Cpne1         | -1.62 | 0.001  | -0.15 | 0.8361 | 2.26  | 0.0014 | 0.13  | 0.8689 |
| Scn11a        | -1.62 | 0.0108 | -0.94 | 0.1666 | 0.75  | 0.0912 | -0.4  | 0.0004 |
| D230040J21Rik | -1.65 | 0.0111 | -0.8  | 0.234  | 0.34  | 0.5659 | -0.95 | 0.0017 |
| Tgfb1i1       | -1.65 | 0.0015 | 0.1   | 0.5741 | 0     | 0.9974 | -2.19 | 0.0004 |
| Ap2b1         | -1.66 | 0      | -0.75 | 0.1049 | 1.32  | 0.0848 | -0.15 | 0.8389 |

|               |       |        |       |        |      |        |       |        |
|---------------|-------|--------|-------|--------|------|--------|-------|--------|
| A030005L19Rik | -1.68 | 0.0007 | -0.07 | 0.9067 | 1.8  | 0.0003 | -0.45 | 0.3125 |
| A330023F24Rik | -1.7  | 0.0003 | -0.58 | 0.2356 | 0.33 | 0.605  | -1.25 | 0.0105 |
| Gfap          | -1.79 | 0.0004 | -0.29 | 0.4597 | 1.45 | 0.0952 | -0.67 | 0.2614 |
| Syt10         | -1.83 | 0.0313 | 3.68  | 0.0009 | 2.8  | 0.0139 | -3.63 | 0.001  |
| 5730480H06Rik | -1.9  | 0.0106 | -0.67 | 0.341  | 1.09 | 0.1749 | -0.74 | 0.0621 |
| Spock1        | -1.93 | 0      | -0.44 | 0.3085 | 1.22 | 0.0001 | -0.89 | 0.0321 |
| Cdkn1a        | -1.94 | 0.0072 | -0.13 | 0.4566 | 1.72 | 0.0973 | -0.78 | 0.0006 |
| Cecr5         | -2.01 | 0      | -0.19 | 0.6041 | 1.03 | 0.0027 | -1.43 | 0.0005 |
| Fam219aos     | -2.25 | 0.0036 | -0.13 | 0.8351 | 2.73 | 0.036  | -0.27 | 0.7624 |
| Gm7420        | -2.29 | 0      | -0.47 | 0.4807 | 1.83 | 0.0081 | -0.78 | 0.2321 |

**Table S2** List of primers used in *M. musculus* and human cells

|             | Gene Symbol   | Gene ID   | Forward                    | Reverse                   |
|-------------|---------------|-----------|----------------------------|---------------------------|
| M. musculus | Gapdh         | 14433     | TGTGTCCGTCGTGGATCTGA       | CCTGCTTCACCACCTTCTTGAT    |
|             | Cox5a         | 12858     | GAGCCCAAATCATTGATGC        | TGAGGTCCTGCTTTGTCCTT      |
|             | Cox2          | 17709     | AACCGAGTCGTTCTGCCAAT       | CTAGGGAGGGGACTGCTCAT      |
|             | Nd1           | 17716     | CAAACACTTATTACAACCCAAGAACA | TCATATTATGGCTATGGGTCAGG   |
|             | Sdhc          | 66052     | GCTGCGTTCTTGCTGAGACA       | ATCTCCTCCTTAGCTGTGGTT     |
|             | Arg1          | 11846     | GGACCTGGCCTTTGTTGATG       | AGACCGTGGGTTCTTCACAATT    |
|             | Fizz1         | 57262     | CCCTCCACTGTAACGAAGACTC     | CACACCCAGTAGCAGTCATCC     |
|             | Ym1           | 12655     | CATGAGCAAGACTTGCGTGAC      | GGTCCAAACTTCCATCCTCCA     |
| human cells | GAPDH         | 2597      | TGCACCACCAACTGCTTAGC       | GGCATGGACTGTGGTCATGAG     |
|             | IL6           | 3569      | GCCCAGCTATGAACTCCTTCT      | GAAGGCAGCAGGCAACAC        |
|             | IL1 $\beta$   | 3553      | CTGTCCTGCGTGTTGAAAGA       | TTGGGTAATTTTGGGATCTACA    |
|             | TNF $\alpha$  | 7124      | CAGCCTCTTCTCCTTCCTGAT      | GCCAGAGGGCTGATTAGAGA      |
|             | IFN- $\gamma$ | 3458      | TGACCAGAGCATCCAAAAGA       | CTCTTCGACCTCGAAACAGC      |
|             | P21           | 1026      | CGAAGTCAGTTCCTTGTTGGAG     | AGTCGTGGTCTTTGGGAGTC      |
|             | P16           | 1029      | CCCAACGCACCGAATAGTTA       | ACCAGCGTGTCCAGGAAG        |
|             | CCND1         | 595       | ATGTTTCGTGGCCTCTAAGATGA    | CAGGTTCCACTTGAGCTTGTTT    |
|             | CCNA1         | 8900      | GAAATTGTGCCTTGCTGAGTG      | TCTGATATGGAGGTGAAGTTCTGGA |
|             | HSPA9         | 3313      | TGGTGAGCGACTTGTTGGAAT      | ATTGGAGGCACGGACAATTTT     |
|             | HSP60         | 3329      | GGGTAACCGAAGCATTTCTGC      | CTGCACTCTGTCCCTCACTC      |
|             | YME1L1        | 10730     | AGGGACCTTGGATTATCTGAACT    | TGGGATGTATGCCAATGGGAA     |
|             | CLPP          | 8192      | AAGCACACCAAAACAGAGCCT      | AAGATGCCAAACTCCTGGG       |
|             | BNIP3         | 664       | AGGGCTCCTGGGTAGAACTG       | CCCTGTTGGTATCTTGTTGGTG    |
|             | P62           | 8878      | CCTTGCCCTACAGCTGAGTC       | CTTGTCTTCTGTGCCTGTGC      |
|             | BECN1         | 8678      | GGCTGAGAGACTGGATCAGG       | CTGCGTCTGGGCATAACG        |
|             | mt-ND1        | 4535      | CACCCAAGAACAGGGTTTGT       | TGGCCATGGGTATGTTGTTAA     |
|             | D-LOOP        | NC_012920 | CTATCACCCCTATTAACCACTCA    | TTCGCCTGTAATATTGAACGTA    |
|             | mt-CO2        | 4513      | AATCGAGTAGTACTCCCGATTG     | TTCTAGGACGATGGGCATGAAA    |
|             | mt-ATP6       | 4508      | AATCCAAGCCTACGTTTTCACA     | AGTATGAGGAGCGTTATGGAGT    |
|             | RPL13A        | 23521     | GCCCTACGACAAGAAAAAGCG      | TACTTCCAGCCAACCTCGTGA     |

How the deposited data were processed for this re-analysis (not part of the article)

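RNA from the cerebellum of 16 mice was measured on 16 Agilent arrays of 1 colour (Cy3), 4 for each of the groups WT veh, WT NR, *Atm-/-* veh and *Atm-/-* NR. Groups and replicate numbers were taken from the sample labels, which match the groups of the paper. The labels give all mice as male, while on 4 arrays (WT NR 1, WT NR 4, *Atm-/-* veh 3 and *Atm-/-* NR 4) *Xist* was well above background and the Y-linked genes *Eif2s3y*, *Kdm5d* and *Uty* were not. No array was regrouped or left out for this.

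For each array, the authors deposited the output of Agilent Feature Extraction 12.0.3.1, in which the intensity of a spot has its local background subtracted and is not normalized between arrays. The authors also deposited a table of scores, 1 for each spot of each array, given as z-scores. Quantile normalization over all spots, control spots included, a log, and scaling within each array recovered its values to within 0.0050. The files hold the median and not the mean brightness of the pixels of a spot, so the background correction by normexp was run on medians, with an offset of 50.

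Probes were named through their accessions with a table of RefSeq genes of assembly GRCm38.p6, which named 32994 of 56605 probes. The arrays were designed on another build, so that table was used only for names and for which genes lie near each other. Of the probes without a name, 7284 have Ensembl transcripts as accessions. A probe counted as detected on an array where at least 0.5 of its spots were well above background, and probes detected on all 4 arrays of at least 1 group were kept. The log2 of their signal was quantile normalized, spots with an outlier mark were set aside, and the remaining spots of each probe were averaged, which left 37253 probes for 16737 named genes. The number of arrays limits the precision, together with the number of probes well above background, which ran from 34945 to 42559 per array. A gene was represented by its brightest kept probe, and other probes of it were named where they went the other way.

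Differences were tested with limma 3.58.1 in R 4.3.3, with 4 group means over all 16 arrays and 12 residual degrees of freedom, and called at a Benjamini-Hochberg adjusted p under 0.05. The difference between the NR effects of both genotypes was tested in the same model. Gene lists were tested with limma's camera at its preset correlation, with fry and an estimated correlation beside it, over 8 lists written for the terms of Figure S5, 13 lists of markers of cell types and regions, and Reactome sets of 15 to 500 measured genes from fgsea 1.28.0. Tables were read with data.table 1.17.8. Comparisons of 1 value between groups used exact permutation tests, two-sided unless stated. Genes near *Atm* were *Atm* itself and those placed within 20 Mb of it, and were compared with the rest by Fisher's exact test. The value of a list on an array is the mean over its genes of the log2 signal minus the gene's mean over all 16 arrays.

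The rule of the supplementary methods was applied to z-scores of the kept probes: a z-ratio of at least 1.5 in size, a z-test p of at most 0.05, a false discovery rate of at most 0.3 and an ANOVA p of at most 0.05. A second statement of the rule there adds an average signal intensity above 0. That condition was run as a mean z-score above 0, and only as an alternative chosen after the data were seen. Unless stated, results of the rule are without it. The methods' t-test was run on the same z-scores. The model, the lists and the share of the genotype difference that NR reverses were tested on simulated data with known answers. For *Atm-/-* NR against WT NR, 142 of 200 changed probes (71%) out of 37253 were recovered and 5 unchanged ones called. In simulations with a share of 40% reversed, the estimate was 44.8% with shared *Atm-/-* veh arrays, 13.2% with separate arrays and 38.4% with separate arrays and a corrected length. A simulated set of 60 probes, all raised by the same amount, was called by limma's camera (adjusted p = 4.0e-70), and 0 of 20 unchanged sets were. The simulated probes varied independently, so this cannot show how camera behaves on genes that vary together. In other splits of the real WT veh and *Atm-/-* veh arrays, camera called a median of 25 Reactome sets.

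Single genes were named by a rule set before the data were examined: *Atm*, every gene the text names for the arrays, and for *Atm-/-* veh against WT veh, *Atm-/-* NR against *Atm-/-* veh and WT NR against WT veh the 4 largest rises and the 4 largest falls among named, called probes whose groups did not overlap. The list of genes measured in the paper's other assays was also named in advance, and its result is given with the other observations. Genes outside the rule are *Xist*, the Y-linked genes and the genes behind a marker list on a single array, which were chosen after their values were seen. The values of some single marker genes are not reported here.

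Alternatives set before the data were examined were scaling to the 75th percentile of each array, normexp, the deposited z-scores, no filter on dim probes, only probes detected on all 16 arrays, each array left out in turn, the replicate number as a block, the slide as a block, only the arrays of the groups compared, a false discovery rate of 0.3, the methods' rule and t-test, the mean over the probes of a gene, other list tests, other windows around *Atm*, and for the share reversed by NR separate *Atm-/-* veh arrays, called probes only and probes outside the *Atm* region. Chosen after the data were seen were cyclic loess, 4 covariates (the number of probes well above background, the largest component of variation among WT arrays, the Y-gene signal and the median log2 signal), the 12 arrays with Y-gene signal only, the methods' rule with a mean z-score above 0, the corrected length, and all alternatives for Reactome sets and for the principal components. Membership of gene ontology terms was not used here.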

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

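Chosen only after the results were seen were the tests of sex and those of single arrays. The marker and gene lists were written before the data were examined. For each group of 4 arrays, the array farthest from the others was compared with Dixon's limit at the 5% level. Of 216 groups tested, 11 had an array past it, against 10.8 that chance gives, so their number is no more than chance gives. The count does not weigh how far an array lies from the others, and the lists share genes and arrays. It therefore cannot decide whether any single array below is chance.

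The labels give all mice as male. *Xist*, which the paper does not report on, was at 7.43 (log2) on WT NR 1, 7.80 on WT NR 4, 7.37 on *Atm-/-* veh 3 and 6.68 on *Atm-/-* NR 4, and at most 3.34 on the other 12 arrays. *Eif2s3y* stood apart within its group on *Atm-/-* veh 3, at 2.34 against 11.21 for the next lowest array, and on *Atm-/-* NR 4, at 2.66 against 11.25. If the probes of the Y-linked genes had failed, *Xist* would be low on these arrays as well. It was well above background on 4 arrays, and these were the same 4 on which no Y-linked gene was. These values are consistent with mice of the other sex than labelled. A sample from outside the study, or an exchange of tubes, stays open as well, though the dimmer *Atm* probe separated all *Atm-/-* from all WT arrays, these 4 included (the brighter one did so for all but *Atm-/-* NR 2). With the Y-gene signal as a covariate, limma called 3453 probes between *Atm-/-* NR and *Atm-/-* veh and 16 between *Atm-/-* veh and WT veh, and over the 12 arrays with Y-gene signal alone the numbers were 364 and 11, with fewer arrays and so a smaller number of mice to compare. Calls left under both settings argue against sex as the whole cause of either number, and a part of it stays open. No other biological explanation was tested.

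The response-to-virus list stood apart on 2 arrays: *Atm-/-* veh 3, at 0.99 against -0.072 on the next *Atm-/-* veh array, and WT veh 4, at 0.15 against -0.086. The NR effect on the list also differed between genotypes, by -0.24 (17 genes higher and 40 lower, limma camera adjusted p = 0.00701), although not under fry (0.856) or an estimated correlation (0.673). Without *Atm-/-* veh 3 that difference turned to 0.11 (limma camera adjusted p = 0.518), and it was not called without WT veh 1 (0.0753), WT NR 2 (0.0718) or WT NR 4 (0.0852). The single array also turned the list between *Atm-/-* veh and WT veh, to -0.17, and between *Atm-/-* NR and *Atm-/-* veh, to 0.12. On *Atm-/-* veh 3 the red blood cell markers were at 2.29, against 0.22 on the next of the 16 arrays, with *Hba-a1* at 18.63 (next 17.66) and *Alas2* at 13.13 (next 10.26), while all 6 measured genes of that list were above background on every array. *Cdkn1a* was at 11.64 there, against 10.24 on the next. More blood in that sample, an infection or interferon response of that mouse, its sex (it is 1 of the 4 arrays without Y-gene signal) and its genotype could each contribute, and with 1 mouse they were not tested apart.

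WT veh 4 stood apart for markers of forebrain neurons, at 2.88 against -0.10 on the next WT veh array, and for *Cntn5*, at 6.27 against 4.90. Its choroid plexus markers were at 4.76, against 0.75 on the next of the 16 arrays, and it lay at -83.0 on the second principal component. *Ttr*, the most abundant of these markers, was at 18.05 (next 12.62), *Folr1* at 13.45 (next 8.46) and *Kcne2* at 13.11 (next 7.16). Of the 8 measured choroid plexus genes 5 were above background on all 16 arrays, and of the 6 forebrain genes 4 were, all 6 of which stand on another list as well. A candidate explanation is tissue next to the cerebellum taken along in that dissection. The fall of forebrain markers between WT NR and WT veh then rests on this array: without it the adjusted p of camera rose to 0.522, and without WT NR 2 to 0.054. On *Atm-/-* veh 2 the forebrain markers were at 0.18, against -0.45 on the next array. No biological explanation was tested.

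Oligodendrocyte markers were at 0.70 on WT NR 4, against 0.18 on the next array of its group, with *Mbp* at 15.01, its highest value on the 16 arrays. The NR effect on these markers differed between genotypes by -0.36 (1 gene higher and 9 lower, limma camera adjusted p = 0.0146). Without WT veh 3 the difference was -0.17 (limma camera adjusted p = 0.0784), and it was not called without WT NR 4 (0.129), *Atm-/-* veh 2 (0.0501) or *Atm-/-* NR 3 (0.0701) either. Markers of meninges and fibroblasts differed by 0.56 (9 higher and 1 lower, limma camera adjusted p = 0.0146), and by 0.21 without *Atm-/-* NR 3 (limma camera adjusted p = 0.220). They were not called without WT veh 4 (0.160), WT NR 4 (0.121) or *Atm-/-* veh 2 (0.196) either. Both kept their direction with every array left out, and neither was called under fry or an estimated correlation. Differences in what was dissected, in single mice, or an NR effect that depends on genotype could give either pattern. In 100 relabelings of veh and NR within each genotype, 81 gave as many called marker lists and 81 as many called lists for the terms of Figure S5, so chance cannot be excluded.

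Within their groups, *Spaca6* was high on WT veh 1, at 9.05 against 8.73 on the next array, the locomotory behavior list on WT NR 3, at 0.21 against 0.043, and *Chdh* on *Atm-/-* NR 3, at 8.62 against 6.42. For these no technical or biological explanation was tested.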

How the results depend on the processing

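Settings chosen after seeing the data were the covariates, cyclic loess, the arrays with Y-gene signal only, the methods' rule with a mean z-score above 0, the corrected length, and all those for Reactome sets and the principal components. The others were set before the data were examined. Comparisons are given in the order *Atm-/-* veh against WT veh, *Atm-/-* NR against *Atm-/-* veh, WT NR against WT veh and *Atm-/-* NR against WT NR, and for each change below the cause was not tested unless it is stated. The slide as a block could not be fitted for the genotype comparisons, since each slide holds 1 genotype, and for the NR comparisons it equals the model without it (3366 and 0 calls, and 0 for the difference between the NR effects).

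The numbers of called probes stayed within 1.5 times of 20, 3366, 0 and 20 under the 75th percentile, normexp, the deposited z-scores, no filter, probes detected on all arrays, cyclic loess, and the WT component or the Y-gene signal as a covariate. With only the arrays of the groups compared, 7 probes were called between *Atm-/-* veh and WT veh, which leaves fewer arrays to estimate the spread (4280 at an unadjusted p under 0.05). At a false discovery rate of 0.3, which is a looser limit, the numbers were 3876, 14680, 11 and 81. The methods' rule gave 737, 1285, 605 and 566, and with a mean z-score above 0 gave 92, 232, 108 and 78. The methods' t-test gave 4369, 10019, 2476 and 2392, and after Benjamini-Hochberg adjustment 0, 3184, 0 and 10. With the number of probes well above background as a covariate, limma called 0 probes between *Atm-/-* NR and *Atm-/-* veh (5899 unadjusted), and with the median log2 signal as a covariate 2202, while the other numbers stayed within 1.5 times (19, 0 with 2908 unadjusted, and 15). Over the 12 arrays with Y-gene signal, which leaves fewer arrays, the numbers were 11, 364, 32 and 29, with 5 for the difference between the NR effects, and at an unadjusted p under 0.05 they were 4664, 8999 and 3399 in the first 3 comparisons and 1120 for that difference, over 38387 probes.

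With each array left out, the calls ran from 13 to 47, from 845 to 4469, from 0 to 6 and from 12 to 24, and those for the difference between the NR effects from 0 to 2. The genes called around *Atm* ran from 7 to 17, the share of the genotype difference reversed by NR from 56.9% to 84.4% (WT NR arrays, which enter it only through the filter and the normalization, were not left out) and the first principal component from 24.0% to 28.1%. The lists called ran from 0 to 2, 0 to 1, 0 to 1 and 3 to 5, and the Reactome sets from 1 to 3 between *Atm-/-* veh and WT veh and 0 to 0 between *Atm-/-* NR and *Atm-/-* veh. Of the lists, response to virus ran from 0.00455 to 0.349 (adjusted p of camera) between *Atm-/-* veh and WT veh and from 0.00153 to 0.592 between *Atm-/-* NR and *Atm-/-* veh, humoral immune response from 0.275 to 0.801, nervous system development from 0.0134 to 0.158 and synaptic function from 0.265 to 0.979 between *Atm-/-* veh and WT veh, and synaptic function from 0.0265 to 0.278 between *Atm-/-* NR and *Atm-/-* veh. *Dzip1* ran from -0.11 to 0.066 and *Ankrd45* from -0.18 to 0.12.

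Genes called around *Atm* numbered 5 over the arrays with Y-gene signal (Fisher's exact test, p = 3.2e-08), and between 8 and 13 under the other settings run with all arrays. The share reversed by NR was 66.1% without a filter (exact permutation test, one-sided, p = 0.0714), 85.0% over the arrays with Y-gene signal (p = 0.1, same exact test), 5.46% over called probes and 110.7% with separate arrays and a corrected length. It was 34.3% with separate arrays, and stayed between 69.6% and 74.5% under the other settings run with all arrays. The first principal component held 18.5% without a filter, 28.6% under normexp, 27.9% over probes detected on all arrays and 35.5% over the probes of the methods' rule.

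Of the 176 values of 16 list results (8 lists in 2 comparisons) under other settings, 151 kept their direction and side of the threshold, 10 became called and 15 turned. Between *Atm-/-* veh and WT veh, 1 list was called under the 75th percentile, normexp, no filter, fry or the arrays with Y-gene signal, and 2 under PAGE. For *Atm-/-* NR against *Atm-/-* veh, 1 was called under the 75th percentile, no filter, PAGE or the arrays with Y-gene signal. Between WT NR and WT veh, 1 was called under the 75th percentile and 1 with the deposited z-scores, and between *Atm-/-* NR and WT NR 3 under PAGE, 3 with an estimated correlation, 3 over the arrays with Y-gene signal and 2 under fry. Over the arrays with Y-gene signal, response to virus turned in both comparisons (adjusted p = 0.0158 downward between *Atm-/-* veh and WT veh, and 0.604 upward between *Atm-/-* NR and *Atm-/-* veh), as did humoral immune response (0.505) between *Atm-/-* veh and WT veh. The direction of synaptic function between *Atm-/-* veh and WT veh turned under the 75th percentile (0.733), fry (0.869) and PAGE (0.326). In *Atm-/-* NR against *Atm-/-* veh, turns were seen under the 75th percentile for ATPase activity (0.695) and neuronal function (0.553), with the deposited z-scores for neuronal function (0.946), under fry for nervous system development (0.875) and neuronal function (0.835), and under PAGE for locomotory behavior (0.984), nervous system development (0.313), synaptic function (0.984) and neuronal function (0.549). Reactome sets called were 0 without a filter between *Atm-/-* veh and WT veh and 27 under the 75th percentile between *Atm-/-* NR and *Atm-/-* veh.

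Of the 240 values of the 26 named genes under other settings, 215 kept their direction and side of the threshold, 9 lost a call, 3 gained one, 7 turned and the others moved in size without a test. With the mean over a gene's probes, *Pign* turned to -0.071, *Dzip1* to 0.071, *Ift46* to -0.51 and *Ankrd45* to 1.01, since their probes differ in direction. *Dzip1* also turned under normexp (0.0029) and, with *Ankrd45* (0.062), over the arrays with Y-gene signal (0.053). In the 416 values with 1 array left out, 393 were the same, 16 lost a call, 2 gained one and 5 turned. The z-ratios of Table S1 had a correlation with the paper's of 0.938 to 0.945, 0.884 to 0.890, 0.901 to 0.913 and 0.953 to 0.960 over the settings run.

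Replicate numbers do not pair the arrays, since the correlation of same-numbered arrays ran from -0.151 to 0.195. With the replicate number as a replicate block, limma called 15, 3140, 0 and 19 probes, and 0 for the difference between the NR effects. Among the named genes the replicate block changed the call of *Zc3h12c* (adjusted p = 0.0695), with 8 genes called around *Atm* and 0, 0, 0 and 4 lists.

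Signal over background limits the dim probes: of 56605 probes 37253 were compared. *Col6a5*, *Cntn5*, *Gm7904*, *Frem3* and *Lpp* were well above background on no array of one of the groups *Atm-/-* veh and *Atm-/-* NR, so that at most a bound was given for them.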

Differences from the paper's values

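For the first principal component, the paper's Fig. S5B shows about 39% of the variance, read by eye, and 25.9% was found here over all kept probes. Among the alternatives, the 75th percentile (26.7%), normexp (28.6%), the deposited z-scores (26.1%), probes detected on all arrays (27.9%) and 10 of the 16 settings with 1 array left out come within 1.5 times of the paper's value, and no filter (18.5%) and the other 6 do not. The probes of the methods' rule gave 35.5%, also within 1.5 times, a setting for this value that was chosen after seeing the data, as were the others named here for the components.

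For the second component, the paper's Fig. S5B shows about 25%, read by eye, against 12.6% here. The 75th percentile (12.7%), normexp (15.4%), the deposited z-scores (12.9%), no filter (11.3%), probes detected on all arrays (14.4%) and all 16 settings with 1 array left out differ as well, and the probes of the methods' rule gave 23.8%, which does not.

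The paper's z-ratio of *Dzip1* between *Atm-/-* veh and WT veh is 1.74 in Table S1, and -0.088 was found here on its brightest probe. The difference held under every alternative set before the data were examined that was run for it, the 16 with 1 array left out and the mean over its probes (0.20) included. Another, dimmer *Dzip1* probe had a z-ratio of 2.06 and passed the methods' rule.

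Over the 118 matched genes of Table S1, the z-ratio found here differed from the paper's in sign or by more than the replicate SD for 17 between *Atm-/-* veh and WT veh, 37 between *Atm-/-* NR and *Atm-/-* veh, 20 between WT NR and WT veh and 25 between *Atm-/-* NR and WT NR, of which 11, 9, 14 and 5 had the opposite sign. In size, the paper's z-ratios were a median 0.843, 0.713, 0.623 and 0.564 times those found here. With no filter on dim probes, set before the data were examined, the numbers were 16, 21, 16 and 14, and over all alternatives they ran from 15 to 34, 21 to 60, 16 to 35 and 14 to 45.

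The paper lists 8 genes as changed between *Atm-/-* veh and WT veh and 3 between WT NR and WT veh, and limma called 0 of either over all probes. At a false discovery rate of 0.3, 7 of the 8 were called (all but *Dzip1*) and 0 of the 3, by the methods' rule 6 of the 8 passed (all but *Dzip1* and *Cd209d*) and all 3, by the methods' t-test at its threshold 7 of the 8 (all but *Dzip1*) and 1 of the 3 (*Atp6v1g3*), and 0 of either after Benjamini-Hochberg adjustment. Adjusted over the list alone 7 of the 8 (all but *Dzip1*) and all 3 passed. *Lrrc49* was called without *Atm-/-* veh 2, and *Pstpip2* was called over the arrays with Y-gene signal, a setting chosen after seeing the values.

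The paper gives response to virus and the humoral immune response as raised in *Atm-/-* veh and lowered by NR. The gene lists written for them moved in those directions but were not called (adjusted p = 0.181 and 0.574, then 0.0786 and 0.377, limma camera). Response to virus was called upward under PAGE and without *Atm-/-* veh 1, *Atm-/-* veh 2, *Atm-/-* veh 4 or WT veh 4, and downward with NR under the 75th percentile, no filter and PAGE and without *Atm-/-* veh 1, *Atm-/-* veh 2, *Atm-/-* veh 4 or *Atm-/-* NR 3, while without *Atm-/-* veh 3 both directions turned, as they did over the arrays with Y-gene signal, a setting chosen after seeing the values. No setting run called humoral immune response. The paper gives neuronal and synaptic terms as lowered in *Atm-/-* veh and neuronal genes as restored by NR. The lists for neuronal and synaptic function were not called under any setting between *Atm-/-* veh and WT veh, while that for nervous system development was called downward under the 75th percentile, normexp, no filter, fry and PAGE and without WT veh 2, *Atm-/-* veh 1 or *Atm-/-* veh 2, and between *Atm-/-* NR and *Atm-/-* veh the list for neuronal function had a median of 0.064 with a camera test that pointed down (adjusted p = 0.750), and was not called under any setting.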

Other observations

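Chosen only after the results were seen were the tests of the slide, of slide row, of the number of probes well above background, of the brightness of the arrays as a covariate, of the WT component, of NR in both genotypes, of single arrays for each marker list and of sex, the splits for marker lists, for the methods' rule, for genes around *Atm* (in both genotype comparisons), for WT NR against WT veh and for the difference between the NR effects, and the list and Reactome splits for *Atm-/-* NR against WT NR. How the tests of cell types, of probes well above background, of brightness and of splits with 0 calls are read was also settled after their values were seen. Other splits of the same 8 arrays into 4 and 4 number 35 with the real one.

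For the 20 calls between *Atm-/-* veh and WT veh, 1 split of 35 gave as many, the real one, and the next gave 10, so chance is argued against. The strain carries an *Atm* allele made in 129 cells, and DNA around it can stay of 129 origin in *Atm-/-* mice. If 129 DNA gave the calls, they would be dense near *Atm* and the same with NR. Near *Atm* 3.25% of genes were called, *Atm* itself included, which falls by the targeting alone. Across the 20 probes the changes with veh and with NR had a correlation of 0.971, with 13 also called with NR. For the genes called around *Atm*, 1 split of 35 gave as many, and the next gave 1. These values are consistent with 129 DNA as a source of most of the named calls. That would include probes that bind the 129 sequence less well, and an effect of ATM loss on these genes stays open. The slide, which holds 1 genotype each, has no link to genome position and is argued against as the cause of the calls around *Atm*, since elsewhere 0.0061% of genes were called (Fisher's exact test across genes, two-sided, p = 1.4e-19). It stays open for the 7 called probes whose position is not known here. *Mia2*, the other one, changed by 0.48 with veh and by 0.026 between *Atm-/-* NR and WT NR (limma adjusted p = 1.00), where a slide effect would appear as well, which goes against the slide for it, although the difference between these changes was not called (limma adjusted p = 0.839). Sequence differences between the strains were not analysed here.

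For the 3366 calls between *Atm-/-* NR and *Atm-/-* veh, 1 split of 35 gave as many, the real one, and the next gave 214, which argues against chance. Median signals of the arrays overlapped (exact permutation test, two-sided, p = 0.229). With the median log2 signal of each array as a covariate (variance inflation 1.20) limma called 2202 probes, a fall by over 1.5 times. The calls left argue against brightness as the whole cause, and it stays open as a part of it. The largest component of variation among WT arrays had a correlation of -0.365 across probes with the NR change, and 2868 calls were left with it as a covariate, which argues against it as the whole cause. The number of probes well above background cannot be told apart from the groups: limma called 0 probes with it as a covariate, but it follows the groups (variance inflation 2.55), and cyclic loess gave 3653. The row of the arrays on a slide follows treatment, and cannot be told apart from an NR effect shared by both genotypes: over the called probes the WT NR change had a slope of 0.363 on that of *Atm-/-*. Shares of cell types are not decided either, since no marker list was called (smallest adjusted p = 0.308) but a moderate shift could be missed. An NR effect, RNA quality (the methods discarded samples of low RNA integrity, and the integrity of each sample was not used here) slide row, the number of probes well above background, shares of cell types and, in part, brightness thus remain open.

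The NR change of *Atm-/-* ran opposite to the genotype difference, with a correlation of -0.578 across probes against -0.496 in simulated groups without change. Shared *Atm-/-* veh arrays are argued against as the whole cause, since with separate arrays the share reversed was 34.3% (exact permutation test, one-sided, p = 0.0286) with different *Atm-/-* veh arrays standing in each difference. The largest component of variation among WT arrays had a correlation across probes of 0.468 with the genotype difference and of -0.365 with the NR change of *Atm-/-*. Variation between arrays of this kind thus stays open as a part of the opposite run. The NR changes of both genotypes had a correlation of 0.404 across probes, against 0.0058 in simulated groups without change. When the *Atm-/-* arrays were relabelled, 4 of 70 relabelings gave as large a correlation (p = 0.0571), and when the WT arrays were, 8 of 70 (p = 0.114), so chance cannot be excluded.

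For *Atm-/-* NR against WT NR, 2 splits of 35 gave at least the 20 calls of the real one, so chance is not excluded for their number. The other split, with 126 calls, put WT NR 1, WT NR 4 and *Atm-/-* NR 4, the 3 of these arrays without Y-gene signal, together with *Atm-/-* NR 1, and over the arrays with Y-gene signal limma called 29. For the genes called around *Atm* in this comparison, 11 in number, 1 split of 35 gave as many, the real one, and the next gave 3, so for these chance is argued against. For the methods' rule, 4, 2, 7 and 8 splits of 35 gave as many probes as the real one, in the order *Atm-/-* veh against WT veh, *Atm-/-* NR against *Atm-/-* veh, WT NR against WT veh and *Atm-/-* NR against WT NR, with up to 1215, 1570, 1035 and 1155 in another split. For Reactome sets 29, 25 and 14 splits gave as many in the comparisons other than *Atm-/-* NR against *Atm-/-* veh, for the 8 lists 3 splits in *Atm-/-* NR against WT NR, and for marker lists 26 splits in WT NR against WT veh and 10 in *Atm-/-* NR against WT NR. Chance is excluded for none of these.

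Where the real split gave 0 calls, every split gives at least as many, so its count decides nothing. This holds for the probes called by limma between WT NR and WT veh (35 of 35 splits), for the difference between the NR effects (100 of 100 relabelings), for the 8 lists in the other 3 comparisons (35 each), for the marker lists in *Atm-/-* veh against WT veh and *Atm-/-* NR against *Atm-/-* veh (35 each) and for the Reactome sets in *Atm-/-* NR against *Atm-/-* veh (35).

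The 4 groups lay apart in a principal component analysis of probes selected by the methods' rule. Selection on the same arrays could give this by itself: with shuffled group labels and the same rule, 45 of 100 shuffles also had all 16 arrays nearest their own group, though 0 of 100 selected as many probes (median 592.5, against 2233). Over all kept probes, 9 of 100 shuffles had at least 11 arrays nearest their own group.

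Between *Atm-/-* veh and WT veh, limma's camera called 0 of the 13 marker lists (4 at an unadjusted p under 0.05), as did fry and an estimated correlation, while PAGE called 6. Median log2 changes and adjusted p were 0.089 (0.289) for Purkinje cells, 0.052 (0.296) for granule cells, 0.20 (0.0728) for molecular layer interneurons, 0.065 (0.627) for Bergmann glia and astrocytes, -0.039 (0.782) for oligodendrocytes, -0.33 (0.0846) for their precursors, -0.072 (0.674) for microglia, -1.59 (0.0728) for choroid plexus, -0.36 (0.0728) for meninges and fibroblasts, 0.48 (0.226) for red blood cells, -0.83 (0.286) for forebrain neurons, -0.33 (0.447) for brainstem and deep nuclei neurons and -0.17 (0.494) for immediate early genes. Without WT veh 4, choroid plexus was at -0.32 and forebrain at -0.21 (0.945 for both), and without *Atm-/-* veh 3 red blood cells were at -0.26 (0.159). With 1 array left out, camera called choroid plexus without WT veh 1 (-2.11, 0.0480), WT veh 2 (-2.41, 0.00388) or WT veh 3 (-2.24, 0.00291), interneurons without WT veh 1 (0.23, 0.0336), *Atm-/-* veh 1 (0.21, 0.0423) or *Atm-/-* veh 3 (0.23, 0.0313), precursors without WT veh 2 (-0.39, 0.0199), WT veh 3 (-0.46, 0.00291) or *Atm-/-* veh 1 (-0.40, 0.0414), meninges and fibroblasts without WT veh 2 (-0.44, 0.0199), *Atm-/-* veh 1 (-0.38, 0.0414), *Atm-/-* veh 3 (-0.41, 0.0313) or *Atm-/-* NR 3 (-0.36, 0.0248), and red blood cells without *Atm-/-* veh 1 (0.86, 0.0213). In *Atm-/-* NR against *Atm-/-* veh, camera, fry and an estimated correlation called 0 as well (1 at an unadjusted p under 0.05), and PAGE 1, and camera called 0 with any 1 array left out. Granule cell markers came nearest, at -0.17, followed by interneurons at -0.21 (0.469).

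Between WT NR and WT veh, camera called oligodendrocyte markers upward (0.30, 10 of 10 genes, adjusted p = 0.00469), markers of meninges and fibroblasts downward (-0.56, 10 of 10 genes, adjusted p = 6.5e-05) and forebrain markers downward (-0.57, 5 of 6 genes, adjusted p = 0.0133), none of them under fry or an estimated correlation. A single array is consistent with the first, whose adjusted p rose to 0.149 without WT veh 3 and to 0.109 without WT NR 4, and is argued against for meninges and fibroblasts, whose largest adjusted p was 0.00512. For *Atm-/-* NR against WT NR, camera called oligodendrocytes (-0.38, adjusted p = 1.9e-06), their precursors (-0.30, 0.00153), microglia (-0.23, 0.0371) and brainstem neurons (-0.37, 0.0371) downward, none of them under fry or an estimated correlation. With each array left out the first stayed called (adjusted p up to 0.00325), precursors were not called without WT NR 4 (-0.20, 0.0606), and microglia and brainstem neurons were not called without WT NR 2 (-0.19 and -0.26, 0.0736 for both), WT NR 3 (-0.20 for both, 0.176), WT NR 4 (-0.15 and -0.37, 0.329 and 0.159), *Atm-/-* NR 1 (-0.17 and -0.26, 0.175 and 0.262) or *Atm-/-* NR 4 (-0.16 and -0.25, 0.117 and 0.0699).

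Of the lists for the terms of Figure S5, between WT NR and WT veh the medians and adjusted p of camera were 0.0074 (0.898) for response to virus, -0.072 (0.504) for humoral immune response, -0.023 (0.677) for oxygen and reactive oxygen species, 0.024 (0.677) for locomotory behavior, -0.0058 (0.648) for nervous system development, 0.0031 (0.677) for ATPase activity, -0.037 (0.563, with a mean of 0.0065) for synaptic function and 0.066 (0.124) for neuronal function. Between *Atm-/-* NR and *Atm-/-* veh they were -0.061 (0.377) for oxygen and reactive oxygen species, -0.0081 (0.448, with a mean of 0.029) for locomotory behavior and -3.7e-04 (0.541) for ATPase activity.

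Of the genes the paper measured by other assays, 25 were kept on the arrays. Between *Atm-/-* NR and *Atm-/-* veh limma called 4: *Cdkn1a* (-1.13, adjusted p = 0.0309), *Il18* (0.43, 0.0430), *Bcl2* (0.57, 0.0344, with another probe going the other way) and *Tomm20* (0.44, 0.0202). Adjusted over the list alone, 5 passed, with *Gfap* (-0.75) added. All 4 lost their call without *Atm-/-* veh 1, *Atm-/-* NR 2 or *Atm-/-* NR 3, and each without 1 or more others as well, with adjusted p up to 0.0831 for *Cdkn1a*, 0.122 for *Il18*, 0.105 for *Bcl2* and 0.0668 for *Tomm20*, all but that of *Tomm20* (without *Atm-/-* veh 1) when *Atm-/-* NR 3 was left out. The change of *Cdkn1a* was -0.73 without *Atm-/-* veh 3. Between *Atm-/-* veh and WT veh, limma called 0 of the 25 (3 unadjusted), and 1 adjusted over the list alone, and between WT NR and WT veh 0 (0 unadjusted). *Cdkn2a* was above background on 0 of 4 *Atm-/-* NR arrays, and on 4 of 4 *Atm-/-* veh arrays, and its bound allows no fold. Its log2 signal was 4.26 ± 0.19 in *Atm-/-* NR and 4.12 ± 0.51 in *Atm-/-* veh (SD, n = 4), a difference within the spread between arrays (limma adjusted p = 0.814). *Il1b*, *Il6*, *Ifng* and *Retnla* were not kept.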
